# Acyl-CoA synthetase 6 is required for brain docosahexaenoic acid retention and neuroprotection during aging

**DOI:** 10.1172/jci.insight.144351

**Published:** 2021-06-08

**Authors:** Regina F. Fernandez, Andrea S. Pereyra, Victoria Diaz, Emily S. Wilson, Karen A. Litwa, Jonatan Martínez-Gardeazabal, Shelley N. Jackson, J. Thomas Brenna, Brian P. Hermann, Jeffrey B. Eells, Jessica M. Ellis

**Keywords:** Inflammation, Metabolism, Behavior, Eicosanoids, Neurological disorders

## Abstract

The omega-3 fatty acid docosahexaenoic acid (DHA) inversely relates to neurological impairments with aging; however, limited nondietary models manipulating brain DHA have hindered a direct linkage. We discovered that loss of long-chain acyl-CoA synthetase 6 in mice (*Acsl6^–/–^*) depletes brain membrane phospholipid DHA levels, independent of diet. Here, *Acsl6^–/–^* brains contained lower DHA compared with controls across the life span. The loss of DHA- and increased arachidonate-enriched phospholipids were visualized by MALDI imaging predominantly in neuron-rich regions where single-molecule RNA in situ hybridization localized *Acsl6* to neurons. ACSL6 is also astrocytic; however, we found that astrocyte-specific ACSL6 depletion did not alter membrane DHA because astrocytes express a non–DHA-preferring ACSL6 variant. Across the life span, *Acsl6^–/–^* mice exhibited hyperlocomotion, impairments in working spatial memory, and increased cholesterol biosynthesis genes. Aging caused *Acsl6^–/–^* brains to decrease the expression of membrane, bioenergetic, ribosomal, and synaptic genes and increase the expression of immune response genes. With age, the *Acsl6^–/–^* cerebellum became inflamed and gliotic. Together, our findings suggest that ACSL6 promotes membrane DHA enrichment in neurons, but not in astrocytes, and is important for neuronal DHA levels across the life span. The loss of ACSL6 impacts motor function, memory, and age-related neuroinflammation, reflecting the importance of neuronal ACSL6-mediated lipid metabolism across the life span.

## Introduction

The brain is heavily enriched with phospholipids, making it the second most fatty organ of the body. Phospholipids are the major component of membranes and generally contain high levels of polyunsaturated fatty acids (PUFAs); thus, the brain is highly enriched with PUFAs, to a level 3- to 4-fold higher than other tissues (1, 2). Several PUFAs are essential, meaning they cannot be synthesized endogenously, but instead, must be obtained from the diet. Essential fatty acid–derived PUFAs enriched in the brain include the omega-6 arachidonic acid (AA, 20:4n6) and the omega-3 docosahexaenoic acid (DHA, 22:6n3) (1, 3). While omega-6 fatty acids are heavily enriched in Westernized diets, the omega-3 DHA is poorly represented (4, 5). Low dietary DHA intake is compounded by aging-related brain DHA decline (6, 7). Both low dietary DHA intake and low brain DHA levels are associated with the development of numerous age-related neurological diseases and disorders characterized by neuroinflammation and cognitive decline (8–12). Reciprocally, DHA intake through diet and/or supplementation confers protection against age-related neurological decline in part due to its ability to serve as a precursor to proresolving lipid mediators that ameliorate inflammation and DHA’s ability to regulate membrane biophysical properties (13, 14). These benefits of DHA serve as a barrier to the brain’s susceptibility to neuroinflammation and cognitive decline with age.

While it has been established that the brain contains high levels of DHA and that brain DHA is correlated with brain health (15, 16), the direct linkage to health and regulatory mechanisms that enable DHA incorporation into brain membrane lipids remains unclear. Recently, we discovered that long-chain acyl-CoA synthetase 6 (ACSL6) is a major regulator of DHA enrichment in the brain (17, 18). The critical role for ACSL6 in brain DHA enrichment was exemplified in *Acsl6*-deficient mice (*Acsl6^–/–^*) by significant reductions (35%–72%) in DHA-containing phospholipids (17). *Acsl6* is one of the 26-member family of acyl-CoA synthetase enzymes that ligate a CoA to a fatty acid, generating an acyl-CoA (19). This enzymatic activity both traps free fatty acids within cells and also activates fatty acids for subsequent intracellular metabolism. Each acyl-CoA synthetase enzyme has unique enzymatic preferences, regulatory mechanisms, and expression profiles across cell types, properties that contribute to cell type–specific lipid metabolism and composition (20). Here, we investigated how the loss of ACSL6 and the consequent DHA deficiency and AA enrichment within the brain affects aging. We found that ACSL6 deficiency impaired spatial memory and resulted in hyperlocomotion and age-related cerebellar neuroinflammation. Together, these data demonstrate that ACSL6-mediated DHA metabolism is required for age-related neuroprotection.

## Results

### ACSL6 is critical for retaining DHA during aging.

Brain DHA content inversely correlates with the risk of age-related neurological diseases, disorders, and cognitive decline (6, 21, 22). We previously demonstrated that ACSL6 is responsible for enriching the brain and testes with DHA within membrane phospholipids (17, 23). Here, we measured brain lipids in the control and *Acsl6^–/–^* hippocampus, a region important for aging-sensitive functions such as memory and learning. Broad lipidomic profiling of phosphatidylcholine (PC) species demonstrated reductions in predicted DHA-enriched PCs (38:6 and 40:6) and increases in several PCs containing 1-, 2-, or 3-unsaturated bonds (Figure 1A). We next confirmed that the loss of highly unsaturated PCs was due to DHA deficiency by performing total fatty acid analysis to discover a 32% reduction in DHA (Figure 1B and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.144351DS1). Other 22-carbon-long fatty acids were not reduced by the loss of ACSL6, and in fact, adrenic acid (22:4n6) levels were significantly increased (Figure 1C and Supplemental Table 1). Coincident with the reduction in relative DHA levels in *Acsl6^–/–^* were reciprocal increases in low-abundance fatty acids such as dihomo-γ-linolenic acid (20:3n6) and linoleic acid (18:2n6) and a statistically insignificant rise in the high-abundance fatty acid AA (20:4n6) (Figure 1, B and C, and Supplemental Table 1). These data suggest that ACSL6 exhibits a substrate specificity to DHA rather than a generalized capacity to metabolize 22-carbon-long fatty acids and confirms our previous findings that the loss of ACSL6 results in a DHA deficit.

A number of results in the literature indicate that astrocytes express ACSL6 (20, 24–28). To directly test the role of astrocytic ACSL6, we generated astrocyte-specific ACSL6-deficient mice using the glial fibrillary acidic protein (GFAP) promoter Cre driver (*Acsl6^G–/–^*) (17). Surprisingly, astrocyte-specific ACSL6 KOs exhibited minimal changes in fatty acid composition in the brain, most notably, unchanged DHA levels (Figure 1, B and C). However, total saturated fatty acids were significantly reduced, and linoleic acid (LA, 18:2n6) and eicosadienoic acid (20:2n6) were elevated (Figure 1C and Supplemental Table 1). A partial loss of ACSL6 protein in the *Acsl6^G–/–^* hippocampus was confirmed by Western blot and reiterates that a fraction of brain ACSL6 is expressed in astrocytes (Figure 1D). However, the lack of intermediary fatty acid profile phenotype between the complete and astrocytic KO models suggests differential metabolic roles for ACSL6 found in astrocytes compared with nonastrocytes. Therefore, the expression of ACSL6 variants, with differential fatty acid binding motifs, was assessed in the models (29). Targeted real-time PCR (RT-PCR) primers demonstrated that while total KO mice lost expression of both F- and Y-gate domains, the astrocyte-specific loss of ACSL6 retained expression of the F-gate (DHA-preferring) but lost the Y-gate (non–DHA-preferring) domain (Figure 1E). These data demonstrate that astrocytes do not express the DHA-preferring ACSL6 variant, thereby explaining the lack of DHA reduction in astrocyte-specific ACSL6-KO mice.

DHA levels naturally decline in the brain across the life span, a phenomenon predicted to increase the risk of age-related neurological impairments. However, the mechanistic underpinnings causing such age-related loss in brain DHA remain elusive. The fatty acid content of aged compared with young mice showed a decrease in DHA by 14% by aging (Figure 1F), consequently reducing total omega-3 fatty acids and increasing the omega-6/omega-3 ratio (Figure 1, G and H, and Supplemental Table 1). In *Acsl6^–/–^*, age did not affect the increased omega-6/omega-3 ratio (Figure 1G and Supplemental Table 1). Unlike in control mice, the *Acsl6^–/–^* hippocampus resisted aging-related reductions in brain DHA (Figure 1F). Together, these data suggest that nonastrocytic *Acsl6* is critical for enriching the brain with DHA throughout the life span.

### ACSL6 is expressed in mature neurons and drives neuronal membrane DHA enrichment.

To better understand the spatial resolution and the cell type–specific contributions of *Acsl6* to lipid metabolism in the brain, we performed single-molecule RNA in situ hybridization (smFISH). *Acsl6* transcripts were evident across the hippocampus but particularly enriched in vesicular glutamate transporter 1–positive (Vglut1-positive) pyramidal neurons of the CA3 and dentate gyrus (Figure 2A). We next sought to determine the alignment between *Acsl6* expression and the spatial distribution of phospholipid acyl-chain composition using lipid mapping. Mapping of hippocampal phospholipids in control mice revealed DHA-enriched (40:6 and 38:6) and AA-enriched (36:4 and 38:4) PC particularly abundant in the neuron-rich CA1, CA2, CA3, and dentate gyrus regions (Figure 2, B and C). Total ACSL6 loss greatly reduced DHA-enriched phospholipids (PC40:6 and PC38:6) across the entire hippocampus (Figure 2B). Consequently, AA-enriched PC36:4 increased in the neuron-rich dentate gyrus, CA1, and CA3 regions (Figure 2C). Astrocyte-specific ACSL6 deletion showed a negligible impact on DHA-enriched phospholipids’ lipid images (Figure 2B). These data suggest that nonastrocytic ACSL6 enriches the hippocampus with membrane DHA, particularly in neuron-rich regions where ACSL6 is highly abundant.

### ACSL6 loss impairs short-term spatial working memory and induces hyperlocomotion.

DHA is predicted to improve memory and prevent dementia. Therefore, memory tests were performed to assess behavioral outcomes in DHA-deficient *Acsl6^–/–^* mice. During Y-maze testing, the *Acsl6^–/–^* mice had significantly fewer spontaneous alternations indicating impaired short-term spatial working memory (Figure 3A). During the Barnes maze (BM) test, no genotype effect was observed for learning index or latency to reach the target (Figure 3, B and C), but *Acsl6^–/–^* mice spent less of their time in the target quadrant 1, indicative of a minor defect in spatial learning and memory (Figure 3D). In the novel object test, no genotype effect was observed for novelty preference or discrimination index, suggestive of intact cognition and recognition memory (Supplemental Figure 1, A and B). Together, these data suggest that ACSL6 deficiency impairs short-term spatial memory.

During the memory tests, *Acsl6^–/–^* mice also exhibited a significant hyperlocomotion phenotype. Specifically, during the BM test, both male and female *Acsl6^–/–^* mice traveled further and froze less (Figure 3, E and F; and Supplemental Figure 1, C and D). During the Y-maze test, *Acsl6^–/–^* mice had more arm entries, indicating hyperactivity (Figure 3G). Increased activity also manifested as increased maximum speed during an open field test (Figure 3H). Open field test did not show indicators of anxiety in *Acsl6^–/–^* mice that traveled to a similar extent as did the controls in the center of the open field (Figure 3I). The activity in metabolic cages showed that both male and female *Acsl6^–/–^* mice had increased ambulatory activity (Figure 3J). During rotarod testing, aged, 18-month-old *Acsl6^–/–^* mice developed a reduced latency to fall (Figure 3K), suggesting reduced motor coordination, a function under cerebellar control. Together, these data support a hyperlocomotion phenotype in *Acsl6^–/–^* mice characterized by increased distance, increased speed, and fewer freezing bouts.

### ACSL6 is a major contributor to cerebellar membrane DHA.

Motor activity is controlled in part by the cerebellum, a brain region that we previously showed is highly enriched with ACSL6 (17). Lipid imaging and phospholipid lipidomics demonstrated that DHA-enriched PCs (38:6 and 40:6) were higher in abundance in the cerebellum relative to the hippocampus (Figure 4, A and B). In the *Acsl6^–/–^* cerebellum, MALDI lipid imaging showed largely depleted DHA-enriched PC40:6 (Figure 4C). Spatially, predicted DHA-enriched PCs are most abundant within the Purkinje and granular cell layers of the cerebellar gray matter (Figure 4C). Next, in situ hybridization demonstrated that the regional distribution of PC40:6 was attributed to *Acsl6* expression. Specifically, *Acsl6* transcripts were evident in the granular cell layer and were highly abundant in glutamatergic neurons (*Vglut1*^+^ cells) and within Purkinje neurons of the Purkinje layer (vesicular GABA transporter–positive [*Vgat*^+^] cells) (Figure 4D). The expression of *Acsl6* in Purkinje and granular cells and the loss of DHA-enriched PCs resulting from *Acsl6* deficiency in these cells demonstrate that ACSL6 determines the abundance of membrane DHA in cerebellar neurons.

The effects of age on membrane lipidome in the cerebellum were next assessed by broad untargeted lipidomics. Both young and old *Acsl6^–/–^* mice exhibited reductions in numerous DHA-enriched phospholipids (Figure 4E). As a consequence of aging, PE38:6 was reduced in both control and *Acsl6^–/–^* mice, and PE40:6, PE40:7, and PC40:6 were only reduced in control mice by aging (Figure 4E). Both young and old *Acsl6^–/–^* mice exhibited increased AA-enriched phospholipids (Figure 4F). Aging resulted in reduced PC36:4 and PC38:4 in both genotypes and increased PS38:4 in *Acsl6^–/–^* mice (Figure 4F). Phosphatidylinositol was the only phospholipid refractory to increased AA in the *Acsl6^–/–^* cerebellum (Figure 4F). These data suggest that the cerebellar neurons are highly enriched with ACSL6 and that the cerebellum is highly susceptible to both aging- and *Acsl6*-dependent alterations in the membrane lipidome.

### Transcriptome profiling reveals multiple roles of ACSL6 in the aging cerebellum.

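The transcriptome of the cerebellum was measured in 4 groups of female mice: control and *Acsl6-/-* mice at 2 months and at 18 months of age, with 4 RNA-Seq libraries per group. *Acsl6-/-* mice lack ACSL6, an acyl-CoA synthetase that activates polyunsaturated fatty acids such as DHA for incorporation into membrane phospholipids. Libraries were made from poly(A)-selected RNA and sequenced as paired reads. The authors trimmed the reads with Trimmomatic 0.36, aligned them to the mouse genome build GRCm38 with STAR 2.5.2b, counted unique reads in exons per gene with featureCounts of Subread 1.5.2, and divided each library's counts by 1 size factor. The resulting normalized counts cover 17074 genes. Their lowest mean over the 16 libraries was 9.31, so genes with few reads had been left out, by a filter that the paper's text does not name.

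Whole read counts could be recovered from the normalized counts of 14 libraries, in which all values were whole multiples of 1 step within a tolerance of 0.001. The recovered reads in genes ranged from 16953548 to 21886692 in young control mice (median 19735414, 4 libraries), from 19385587 to 21852518 in young *Acsl6-/-* mice (median 20618726, 4 libraries) and from 18120742 to 23119179 in aged *Acsl6-/-* mice (median 19922637, 4 libraries). For aged control mice, 2 libraries had 18546674 and 21232948 reads, and reads were not recovered for replicates 3 and 4. The total normalized counts of the 4 aged control libraries ranged from 20127165 to 21097638 (median 20280504), and those of all 16 libraries from 20057077 to 21097638.

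For the values reported here, 1 was added to each normalized count before taking log2. The 17042 genes with a mean of at least 10 normalized counts were fitted with limma in 1 model of the 4 groups, with a trend of the variance on the mean, and p values were adjusted by the Benjamini-Hochberg method over these genes. A gene is called changed at an adjusted p under 0.05. Of 46 gene lists (pathways, protein complexes and cell type markers) written before the data were examined, 44 could be tested for movement as a group with limma's camera, at a preset correlation between genes of 0.01 and with p values adjusted over the 220 tests of lists and comparisons. No list was called when the correlation was estimated from the data instead (smallest adjusted p = 0.0944 with an estimated correlation), and this second p is given beside each list that camera called in this model. Fry, a limma test that does not compare a list with other genes, was also run. It gave the same outcome for 45 of 55 list results, took the call from 9 and added 1.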

To gain insight into the molecular consequences of *Acsl6* deletion, RNA-Seq was performed using cerebellar tissue from young, 2-month-old and aged, 18-month-old *Acsl6^–/–^* and control mice. Differential genes were identified by comparisons by age within genotype or by genotype within age (Figure 5A). 

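Far more genes differed between the ages than between the genotypes in the cerebellum. The 2 ages are separate mice, and the paper's text does not give the hour of collection. A difference in collection thus cannot be told apart from an effect of age. Between 2 and 18 months of age, 2610 genes rose and 2723 fell in control mice, and 1981 rose and 1976 fell in *Acsl6-/-* mice. Compared with age-matched controls, young *Acsl6-/-* mice had 23 genes higher and 13 lower, and aged *Acsl6-/-* mice had 14 genes higher and 27 lower. On the 14 libraries with recovered reads, DESeq2 called 127 higher and 92 lower at 2 months and 61 and 97 at 18 months, and edgeR 26 and 11 and 11 and 28. At 18 months limma called 8 higher and 8 lower in a fit of the 2 groups alone, and 16 and 17 with the trend on transcript length removed. The median size of the called changes on the log2 scale was 0.51 for genotype at 2 months, 0.32 for genotype at 18 months, 0.33 for age in control mice and 0.31 for age in *Acsl6-/-* mice. In each genotype comparison, all called genes had 4 *Acsl6-/-* libraries on 1 side of the 4 control libraries. Such a separation was seen for 6.65% of all genes at 2 months and 5.17% at 18 months, where chance gives 2.86%.

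*Acsl6* (ENSMUSG00000020333, chromosome 11 of GRCm38 from 54303798 to 54364756) was the gene with the smallest p in both genotype comparisons. Its normalized count was 2293 ± 36.1 (SD, n = 4) in young *Acsl6-/-* mice and 6752.8 ± 309 (SD, n = 4) in young controls, or 34.0% of the control level. At 18 months it was 2177.9 ± 75.7 (SD, n = 4) in *Acsl6-/-* mice and 5969.9 ± 112 (SD, n = 4) in controls, or 36.5%. At each age every *Acsl6-/-* library was below every control library (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The counts are per gene and do not show which exons the remaining reads came from. *Xist*, the transcript of the inactive X chromosome, had 20504 to 30904 normalized counts across the 16 libraries of these female mice.

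Libraries of the same group also differed from each other. *Ttr*, the transthyretin gene that is abundant in choroid plexus, was above 5000 normalized counts in 5 libraries (young control 1 and 4, aged control 3 and 4, and aged *Acsl6-/-* 1) and between 87.9 and 435 in the other libraries. In aged control 3, *Gm42418*, a locus that overlaps ribosomal RNA, reached 686720 normalized counts, and the 10 most abundant genes took 8.21% of the counts, compared with 4.18% to 4.83% in the other libraries. Without the 5 libraries high in *Ttr*, 13 genes were called for genotype at 2 months, 23 at 18 months and 2773 for age in control mice. That fit leaves smaller groups, above all of controls, so calls lost in it can come from fewer libraries alone. Leaving out 1 library at a time gave 16 genes (without young control 1) to 113 genes (without young *Acsl6-/-* 1) for genotype at 2 months, and 16 (without aged control 1) to 53 (without aged *Acsl6-/-* 1) at 18 months.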

Surprisingly, genes changed (*P* ≤ 0.01) by the loss of Acsl6 in young mice were remarkably distinct from the genotype effect in old mice, with only 2% overlap (Figure 5B), suggesting that the molecular consequences caused by the loss of ACSL6, relative to control mice, are highly susceptible to aging. 

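Few of the genes called for loss of ACSL6 at 1 age were called at the other. In young *Acsl6-/-* mice the increases included *Pdk4*, a kinase that restrains pyruvate oxidation (log2 fold change 0.94, standard error 0.19), *Angptl4*, an inhibitor of lipoprotein lipase (0.85, standard error 0.17) and *Klf2*, a transcription factor (0.84, standard error 0.13). Decreases in young *Acsl6-/-* mice included *Ryr3*, a calcium release channel, at -0.70 (standard error 0.08), the activity-regulated gene *Arc* at -0.50 (standard error 0.10) and *Plcb1*, a phospholipase C, at -0.39 (standard error 0.04). In aged *Acsl6-/-* mice the increases included *Gucy1a2*, a guanylate cyclase subunit (0.85, standard error 0.16), and *Mpeg1*, a pore-forming protein of macrophages (0.72, standard error 0.13). The decreases there included *Clu*, the secreted chaperone clusterin (-0.52, standard error 0.09), and genes for ribosomal proteins and respiratory chain subunits.

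Of the 72 genes called at either age, 5 were called at both, or 6.94%, all in the same direction. Of these, 4 were higher in *Acsl6-/-* mice at both ages, where chance would give 0.0189 (one-sided Fisher's exact test, p = 2.5e-09). At an unadjusted p of up to 0.01, 668 genes at 2 months and 480 at 18 months gave 34 shared genes of 1114, or 3.05%, with 26 in the same direction. The shared genes at this threshold included 21 that were higher at both ages, compared with 4.93 by chance (one-sided Fisher's exact test, p = 2.6e-08), and 5 that were lower at both, compared with 4.44 by chance (p = 0.458 from the same test). At an unadjusted p of up to 0.05 the share was 6.93% (235 of 3393 genes, 144 in the same direction). Here 76 were higher at both ages, compared with 47.5 by chance (one-sided Fisher's exact test, p = 3.1e-05), and 68 were lower at both, compared with 47.1 by chance (one-sided Fisher's exact test, p = 0.00144). Across all genes, the log2 fold changes for genotype at 2 and at 18 months had a Pearson's r of -0.0031, with the reservation that genes are not independent replicates.

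Whether the genotype effect itself differed between the ages was tested with the genotype by age interaction, which called 3 genes. *Klf2* had 117 ± 9.43 normalized counts in young control and 213 ± 44.3 in young *Acsl6-/-* mice, and 316 ± 34.1 in aged control and 256 ± 28.5 in aged *Acsl6-/-* mice (SD, n = 4 each), an interaction of -1.14 (standard error 0.18, adjusted p = 0.0299). *Utp14b*, a ribosome biogenesis gene, had an interaction of -0.87 (standard error 0.13, adjusted p = 0.0296), and *Plcb1* of 0.40 (standard error 0.06, adjusted p = 0.0299). The interaction calls of *Klf2*, *Plcb1* and *Utp14b* were lost without any 1 of 12, 12 and 8 libraries, the 2-month calls of *Pdk4*, *Arc* and *Angptl4* without any 1 of 12, 12 and 11, and the 18-month calls of *Gucy1a2*, *Clu* and *Mpeg1* without any 1 of 5, 4 and 3 (highest adjusted p from 0.0595 for *Clu* to 0.156 for *Pdk4*). The number of interaction calls ranged from 0 without young control 1 to 11 without aged control 2, and the share of genotype-changed genes common to both ages ranged from 2.68% without young *Acsl6-/-* 1 to 11.9% without aged control 1. DESeq2 on the 14 libraries with recovered reads called 47 interaction genes and edgeR called 0, with 1409 genes at an unadjusted p of up to 0.05 in edgeR.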

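The genes changed by loss of ACSL6 at both ages were *Acsl6* itself, which fell, and 4 genes, which rose. Among the genes that rose were *Srebf2*, which encodes the transcription factor SREBP-2, and *Stard4*, which encodes an intracellular sterol carrier. The interaction test called a difference between the ages for none of the 5 genes (adjusted p = 0.525 for *Acsl6*, 0.409 for *Srebf2* and 0.748 for *Stard4*). *Srebf2* had 3947.6 ± 307 normalized counts in young *Acsl6-/-* and 2272.9 ± 106 in young control mice, and 3851.3 ± 435 in aged *Acsl6-/-* and 2626.5 ± 135 in aged control mice (SD, n = 4 each).

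*Srebf2* (ENSMUSG00000022463, chromosome 15 of GRCm38 from 82147181 to 82205379) had a log2 fold change of 0.79 at 2 months (standard error 0.07, adjusted p = 5.2e-06 from limma) and 0.55 at 18 months (standard error 0.07, adjusted p = 0.00162). *Stard4* (ENSMUSG00000024378, chromosome 18 from 33199355 to 33213862) had 0.80 (standard error 0.10, adjusted p = 8.7e-04) and 0.64 (standard error 0.10, adjusted p = 0.012). The log2 fold change of *Acsl6* was -1.56 at 2 months (standard error 0.04, adjusted p = 1.4e-15) and -1.45 at 18 months (standard error 0.04, adjusted p = 5.0e-15).

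With limma, *Synj2* and *C4b* passed the test at 1 age each and *Sparcl1* at neither. *Sparcl1* (ENSMUSG00000029309), a secreted astrocyte protein that promotes synapse formation, had a log2 fold change of 0.12 at 2 months (adjusted p = 0.129) and -0.10 at 18 months (adjusted p = 0.312). *Synj2* (ENSMUSG00000023805), a phosphoinositide phosphatase of endocytosis, was higher at 2 months (0.34, standard error 0.06, adjusted p = 0.0159), a call that was lost without young *Acsl6-/-* 3 (adjusted p = 0.0619), and had 0.25 at 18 months (adjusted p = 0.0885). The complement gene *C4b* (ENSMUSG00000073418, which shares much of its sequence with *C4a*) had 0.48 at 2 months (adjusted p = 0.138) and was higher at 18 months (0.75, standard error 0.13, adjusted p = 0.0229). The *C4b* call at 18 months was lost without aged control 1, aged control 2 or aged *Acsl6-/-* 2 (adjusted p = 0.069, 0.0732 and 0.054). DESeq2 on the 14 libraries with recovered reads called *Synj2* at 2 and 18 months (adjusted p = 2.1e-05 and 0.00466), *C4b* at both ages (adjusted p = 0.0397 and 6.6e-06) and *Sparcl1* at 2 months (adjusted p = 6.1e-04). EdgeR on these libraries called *Synj2* at 2 months and *C4b* at 18 months.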

The mere 7 known genes changed by genotype, independent of aging, included *Acsl6* and genes related to synaptogenesis (*Sparcl1*), endocytosis (*Synj2*), immunity (*C4b*), and cholesterol biosynthesis (*Dhcr24*, *Stard4*, *Srebf2*). Subsequent pathway analysis on a broadened gene set (*P* ≤ 0.05) confirmed the upregulation of the SREBP-regulated cholesterol biosynthesis pathway in both the young and aged *Acsl6^–/–^* cerebellum (Figure 5C and Supplemental Figure 2, A and B). These data agree with the response of SREBP-regulated pathway to changes in membrane DHA content (30–32).

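Genes of cholesterol synthesis and other genes under SREBP control were higher in *Acsl6-/-* cerebellum at 2 months, and a smaller set of them was higher at 18 months. In young *Acsl6-/-* mice the increases included *Srebf2*, the sterol carrier gene *Stard4* and the genes of the synthetic enzymes *Idi1*, *Fdft1*, *Cyp51* and *Hmgcs1*. In aged *Acsl6-/-* mice they included *Srebf2* and *Stard4*. *Stard4* had 2127 ± 270 normalized counts in young *Acsl6-/-* and 1227 ± 192 in young control mice, and 1857 ± 204 in aged *Acsl6-/-* and 1189 ± 55.7 in aged control mice (SD, n = 4 each).

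Of 21 enzymes of cholesterol biosynthesis, 5 were higher and none lower in young *Acsl6-/-* mice (15 higher when adjusted over the list alone). On the 14 libraries with recovered reads DESeq2 called 11 of them higher and edgeR 5, and without the libraries high in *Ttr* limma called 1. *Idi1*, which makes dimethylallyl diphosphate, had a log2 fold change of 0.73 (standard error 0.14, adjusted p = 0.0292 from limma), *Cyp51*, which demethylates lanosterol, 0.55 (standard error 0.09, adjusted p = 0.0159) and *Hmgcs1*, the HMG-CoA synthase, 0.47 (standard error 0.08, adjusted p = 0.0175). The list's camera adjusted p was 6.0e-19 (adjusted p = 0.119 with an estimated correlation). The calls of *Fdft1*, *Idi1*, *Hmgcs1* and *Cyp51* were lost without any 1 of 11, 6, 3 and 2 libraries, with highest adjusted p of 0.144, 0.102, 0.0695 and 0.0578, each without young *Acsl6-/-* 2. At 18 months, 1 of the 21 enzymes was higher over all genes and over the list alone, and the list's camera adjusted p was 7.4e-06 (adjusted p = 0.361 with an estimated correlation).

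The list of 25 other SREBP targets and regulators had 4 genes higher and none lower in young *Acsl6-/-* mice (12 higher when adjusted over the list alone, camera adjusted p = 1.1e-09, adjusted p = 0.102 with an estimated correlation). Besides *Srebf2* and *Stard4* these included *Fads2*, the desaturase that starts polyunsaturated fatty acid elongation from essential precursors, at 0.55 (standard error 0.07, adjusted p = 7.5e-04). In aged *Acsl6-/-* mice 3 of the 25 were higher and none lower (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0274, adjusted p = 0.428 with an estimated correlation). The camera call of this list at 18 months was lost without aged control 1, aged control 2, aged *Acsl6-/-* 1 or aged *Acsl6-/-* 4 (highest adjusted p = 0.112).

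The 15 genes of Fig. 5C were chosen by the study on these same libraries, so their counts are not independent evidence. Of them, 7 were higher at 2 months (15 when adjusted over the list alone, camera adjusted p = 3.9e-30, adjusted p = 0.0944 with an estimated correlation) and 3 at 18 months (5 when adjusted over the list alone, camera adjusted p = 1.1e-10, adjusted p = 0.185 with an estimated correlation). Their median log2 fold change was 0.48 at 2 months and 0.17 at 18 months.

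Myelin markers and brainstem and midbrain markers also lay above 0 at 2 months, and below 0 at 18 months. Of 33 oligodendrocyte and myelin markers, 32 had a positive log2 fold change in young *Acsl6-/-* mice (median 0.15, camera adjusted p = 3.3e-09, adjusted p = 0.385 with an estimated correlation). Limma called 0 of them over all genes and 1 over the list alone, with 13 higher at an unadjusted p of up to 0.05. On the 14 libraries DESeq2 called 4 higher and edgeR 0. At 18 months 30 of the 33 were negative (median -0.07, camera adjusted p = 0.00549, adjusted p = 0.675 with an estimated correlation). The median log2 fold change of 14 brainstem and midbrain markers was 0.65 at 2 months and -0.48 at 18 months (camera adjusted p = 0.00949 and 7.9e-04, adjusted p = 0.407 and 0.293 with an estimated correlation). The plot of normalized counts by group shows the values per library for *Acsl6* and *Srebf2*.

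**Figure D1:**
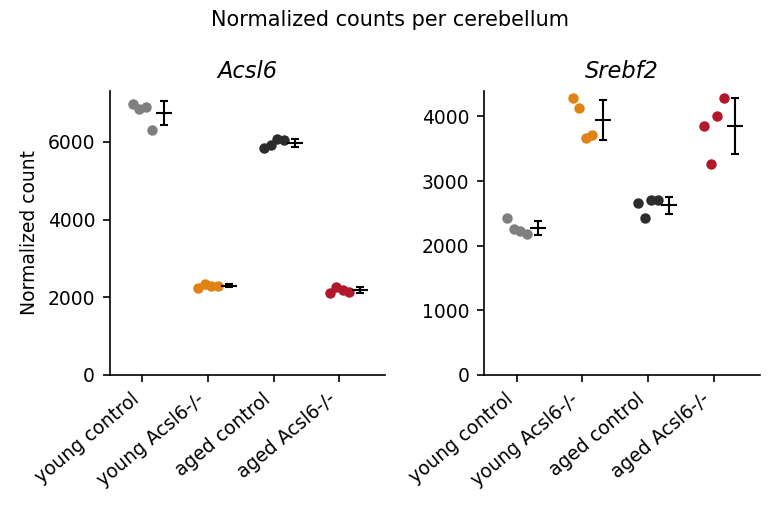
Normalized counts (y axis) of *Acsl6* and *Srebf2* in each library of the 4 groups (x axis: young control, young *Acsl6-/-*, aged control, aged *Acsl6-/-*), with the mean and SD of 4 libraries. *Srebf2* lies between 3661.7 and 4288.2 in young *Acsl6-/-* libraries and between 2183.2 and 2424.6 in young control libraries.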

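Control and *Acsl6-/-* cerebellum shared many of their changes with age. Of the 6505 genes changed by age in either genotype, 2785 were changed in both, or 42.8%, and 2776 of these moved in the same direction. The shared changes were evenly divided, with 1388 genes higher and 1388 lower in aged mice of both genotypes, where chance would give 303.39 and 315.73. The shared increases included the complement genes: *C3*, the central complement component (ENSMUSG00000024164), rose by a log2 fold change of 3.78 in control mice (standard error 0.31, adjusted p = 2.0e-07 from limma) and 4.30 in *Acsl6-/-* mice (standard error 0.31, adjusted p = 4.3e-08).

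*C4b* rose by 2.41 in control mice and 2.68 in *Acsl6-/-* mice (standard error 0.13 in both). The shared decreases included *Ntf3*, *Mkrn3* and *Rasal1*. The neurotrophin gene *Ntf3* (ENSMUSG00000049107) had 131 ± 17.1 normalized counts in young control and 28.5 ± 14.6 in aged control mice (SD, n = 4 each) with an age effect on the log2 scale of -2.26 in control and -1.88 in *Acsl6-/-* mice (adjusted p = 1.1e-06 and 9.9e-06). *Mkrn3*, an imprinted gene for a ubiquitin ligase, had -2.06 and -2.35 (adjusted p = 2.6e-06 and 9.1e-07), and *Rasal1*, a Ras GTPase-activating protein, had -1.78 and -2.07 (adjusted p = 1.8e-07 and 2.8e-08). Across all genes, the log2 fold changes for age in control and in *Acsl6-/-* mice had a Pearson's r of 0.69, with the reservation that genes are not independent replicates.

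The remaining calls were in 1 genotype, with 1215 genes higher and 1333 lower in control mice alone and 591 higher and 581 lower in *Acsl6-/-* mice alone, the other 9 genes moving in opposite directions. A call in 1 genotype does not by itself show that the age effect differed between genotypes. The share of common genes at an unadjusted p of up to 0.01 was 43.1%.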

The genes changed by aging in either control mice or *Acsl6^–/–^* mice overlapped by approximately 40% (Supplemental Figure 2). 

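In both genotypes immune genes and genes of protein folding rose with age, while genes of synapses and, in smaller number, of the respiratory chain fell. Of 35 microglia and myeloid markers, 34 were higher in aged mice of both genotypes, and of 48 interferon response genes, 38 were. Complement genes were higher in both for 11 of 19, genes of MHC antigen presentation for 16 of 21, and reactive astrocyte genes for 15 of 31. In the other direction, 19 of 50 presynaptic genes, 14 of 51 postsynaptic genes and 13 of 20 granule cell markers were lower in aged mice of both genotypes.

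Among microglia markers, the protease gene *Ctss* had 847 ± 64.5 normalized counts in aged control and 322 ± 31.8 in young control mice, and 1169 ± 185 in aged *Acsl6-/-* and 394 ± 28.4 in young *Acsl6-/-* mice (SD, n = 4 each). The list of 35 had a camera adjusted p of 3.1e-23 in control mice and 1.2e-29 in *Acsl6-/-* mice (adjusted p = 0.102 and 0.0944 with an estimated correlation). The complement component *C1qa*, made by microglia, rose by 1.45 in control mice and 1.74 in *Acsl6-/-* mice (standard error 0.11 in both). For interferon response genes the camera adjusted p was 3.6e-15 and 3.8e-24 (adjusted p = 0.291 and 0.175 with an estimated correlation), with *Gbp2*, a guanylate-binding protein, at 1.81 and 1.98. The MHC genes *H2-Q6* and *H2-Q7* are near copies of each other, so reads are hard to assign between them. *H2-Q6* rose by 1.96 in control and 2.60 in *Acsl6-/-* mice, and the MHC list had a camera adjusted p of 5.3e-09 and 2.6e-14 (adjusted p = 0.212 and 0.119 with an estimated correlation). For complement the camera adjusted p was 1.0e-09 and 4.8e-11 (adjusted p = 0.0944 in both with an estimated correlation), and for reactive astrocyte genes 2.7e-07 and 4.6e-08 (adjusted p = 0.118 and 0.103 with an estimated correlation), with the astrocyte filament gene *Gfap* at 1.51 and 1.08.

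Of 37 genes of the heat shock and unfolded protein response, 20 rose in both genotypes and none fell in both. *Pdia4*, a protein disulfide isomerase of the endoplasmic reticulum, rose by 0.80 in control and 0.69 in *Acsl6-/-* mice, and *Xbp1*, a transcription factor of the unfolded protein response, by 0.78 and 0.63. The list's camera adjusted p was 1.9e-11 in control and 2.9e-08 in *Acsl6-/-* mice (adjusted p = 0.215 and 0.293 with an estimated correlation).

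*Slc17a7*, the vesicular glutamate transporter of granule cells, had 8527 ± 382 normalized counts in aged control and 13760 ± 336 in young control mice (SD, n = 4 each), a fall of 0.69 on the log2 scale in control and 0.64 in *Acsl6-/-* mice. The NMDA receptor subunit gene *Grin2c*, expressed in granule cells, fell by 0.66 and 0.46. The camera adjusted p was 4.6e-08 and 1.1e-07 for presynaptic genes (adjusted p = 0.119 in both with an estimated correlation), 5.3e-04 and 0.00431 for postsynaptic genes (adjusted p = 0.356 and 0.435 with an estimated correlation) and 6.9e-10 and 2.1e-07 for granule cell markers (adjusted p = 0.102 and 0.119 with an estimated correlation). Of 76 nuclear-encoded respiratory chain subunits, 18 fell in both genotypes and none rose in both. In control mice 20 of the 76 fell, among them *Cyc1*, the cytochrome c1 gene (-0.22, standard error 0.04), and the list's camera adjusted p was 1.2e-04 (adjusted p = 0.482 with an estimated correlation). On the 14 libraries DESeq2 called 14 of the 76 lower and 1 higher in control mice and edgeR 8 and 1, and without the libraries high in *Ttr* limma called 1 lower. Of 22 TCA cycle enzymes, 6 fell and 2 rose in both genotypes.

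Markers of neighboring tissue also rose with age in control mice. Of 20 meningeal and fibroblast markers, 10 rose and 19 were above 0 (median 0.54, camera adjusted p = 2.9e-04, adjusted p = 0.48 with an estimated correlation). For 14 brainstem and midbrain markers these numbers were 4 and 13 (median 1.03, camera adjusted p = 0.0126, adjusted p = 0.419 with an estimated correlation), and for 28 choroid plexus and ependymal markers 4 and 27 (median 0.61, camera adjusted p = 0.0368, adjusted p = 0.704 with an estimated correlation). Without the libraries high in *Ttr*, limma called 3, 1 and 1 of these markers higher. In *Acsl6-/-* mice 3, 1 and 1 rose, and none of these lists was called (camera adjusted p = 0.0504, 0.586 and 0.221).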

Pathway analysis of the age-affected genes that were similar between the control and *Acsl6^–/–^* cohorts showed increased stress and immune responses and decreased mitochondrial and synaptic genes (Supplemental Figure 2), consistent with the established aging-related phenomenon. However, the pathway analysis of genes changed by age only in the *Acsl6^–/–^* mice revealed additional reductions in genes related to axonal guidance and mitochondria (Supplemental Figure 2). Moreover, numerous ribosomal protein genes were reduced in *Acsl6^–/–^* mice by aging (Figure 5D), a hallmark of natural aging (33, 34). 

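Genes of the mitochondrial respiratory chain fell with age in far larger number in *Acsl6-/-* mice. Few genes of a hand-written axon guidance list, which is not the pathway that the paper tested, passed the test in *Acsl6-/-* mice alone. Of 76 nuclear-encoded respiratory chain subunits, 59 were lower and none higher in aged than in young *Acsl6-/-* mice (63 lower when adjusted over the list alone). Among these were 41 that did not pass the test in control mice. *Atp5o*, an ATP synthase subunit, had 2075 ± 68.4 normalized counts in aged *Acsl6-/-* and 2625 ± 50.0 in young *Acsl6-/-* mice, and 2355 ± 130 in aged control and 2588 ± 57.2 in young control mice (SD, n = 4 each). Of the 73 axon guidance genes of this list, 12 were higher and 13 lower in aged *Acsl6-/-* mice. Among these, 1 of the higher and 3 of the lower did not pass the test in control mice.

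*Atp5o* fell by 0.34 on the log2 scale in *Acsl6-/-* mice (standard error 0.04, adjusted p = 1.0e-05 from limma), *Cox6a1*, a cytochrome c oxidase subunit, fell by 0.34 (standard error 0.04, adjusted p = 1.7e-05) and *Ndufa2*, a complex I subunit, fell by 0.40 (standard error 0.06, adjusted p = 1.4e-04). The list's camera adjusted p was 1.1e-22 (adjusted p = 0.119 with an estimated correlation). Of 13 respiratory chain genes encoded on mitochondrial DNA, 6 were lower and 1, *mt-Nd3*, which also rose in control mice, was higher in aged *Acsl6-/-* mice, with *mt-Cytb* at -0.26 (standard error 0.05). Of 22 TCA cycle enzymes, 9 were lower and 2 higher (11 lower and 2 higher when adjusted over the list alone, camera adjusted p = 5.5e-04, adjusted p = 0.293 with an estimated correlation). Of 78 mitochondrial ribosomal proteins, 13 were lower and none higher (camera adjusted p = 0.00269, adjusted p = 0.185 with an estimated correlation). These numbers were similar in control mice, with 7 lower and 2 higher of the TCA cycle enzymes and 12 lower and 3 higher of the mitochondrial ribosomal proteins.

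Markers of some cell types fell with age in *Acsl6-/-* mice as well. Of 33 oligodendrocyte and myelin markers, 15 were lower and none higher (camera adjusted p = 2.4e-07, adjusted p = 0.429 with an estimated correlation), and of 16 markers of oligodendrocyte precursors, 5 were lower and 14 were below 0 (camera adjusted p = 0.00673, adjusted p = 0.304 with an estimated correlation). Of 9 red blood cell genes, 5 were lower and 9 were below 0 (median -0.56, camera adjusted p = 0.00248, adjusted p = 0.293 with an estimated correlation).

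Whether the age effect on the respiratory chain differed between genotypes was tested with the interaction. No single subunit was called by limma over all genes, with 28 lower at an unadjusted p of up to 0.05, and 14 were lower when adjusted over the list alone (camera adjusted p = 6.7e-16, adjusted p = 0.172 with an estimated correlation). On the 14 libraries with recovered reads, DESeq2 called 3 of the subunits lower in the interaction and edgeR called 0.

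Among the axon guidance genes, *Dpysl4*, a mediator of semaphorin signaling, fell by 0.83 in *Acsl6-/-* mice (standard error 0.08) and by 0.77 in control mice (standard error 0.08), and the growth cone gene *Gap43* fell by 0.46 and 0.41 (standard error 0.06 in both). The semaphorin gene *Sema5a* rose by 0.74 in *Acsl6-/-* mice and 0.34 in control mice, and the semaphorin receptor gene *Plxnd1* rose by 0.75 and 0.46. As a group the 73 genes were not called for age in *Acsl6-/-* mice (camera adjusted p = 0.475), for age in control mice (13 higher and 21 lower, camera adjusted p = 0.227) or in the interaction (camera adjusted p = 0.239).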

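Of 79 ribosomal protein genes, 13 fell with age in *Acsl6-/-* mice and 1 rose, whereas in control mice 48 rose and none fell. The genes that fell in *Acsl6-/-* mice included *Rpl29* and *Rplp0*, which encode proteins of the large subunit and of the stalk of the cytosolic ribosome. *Rpl29* had 1466 ± 94.8 normalized counts in aged *Acsl6-/-* and 1798 ± 63.3 in young *Acsl6-/-* mice, and 1680 ± 43.9 in aged control and 1730 ± 56.7 in young control mice (SD, n = 4 each). At 18 months *Acsl6-/-* mice lay below control mice for 78 of the 79 genes. *Rpl10* was the gene that rose in *Acsl6-/-* mice, and it rose in control mice too.

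In *Acsl6-/-* mice, *Rpl29* fell by 0.30 on the log2 scale with age (standard error 0.05, adjusted p = 1.6e-04 from limma) and *Rplp0* fell by 0.21 (standard error 0.04, adjusted p = 0.00179). Adjusted over the list alone, 10 were lower and 1 higher. The list's camera adjusted p for age in *Acsl6-/-* mice was 0.00564 (adjusted p = 0.696 with an estimated correlation). In control mice 53 were higher when adjusted over the list alone, with *Rpl14* at 0.27 (standard error 0.04) and *Rps24* at 0.29 (standard error 0.05), and the camera adjusted p was 2.3e-12 (adjusted p = 0.344 with an estimated correlation).

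Between genotypes at 18 months, 10 ribosomal protein genes were lower in *Acsl6-/-* mice and none was higher (60 lower when adjusted over the list alone). For this comparison DESeq2 called 18 lower and edgeR 5, and limma called 4 without the libraries high in *Ttr* and 4 with the trend on transcript length removed. *Rps29*, a small subunit protein, had a log2 fold change of -0.44 (standard error 0.06, adjusted p = 0.00462), *Rps12* of -0.33 (standard error 0.06, adjusted p = 0.028) and *Rpl37* of -0.33 (standard error 0.06, adjusted p = 0.031), the calls of *Rps12* and *Rpl37* being lost without any 1 of 4 and 6 libraries (adjusted p = 0.102 and 0.118 without aged control 1). The median over the 79 genes was -0.16 (camera adjusted p = 4.8e-51, adjusted p = 0.102 with an estimated correlation). At 2 months no ribosomal protein gene was called by genotype with limma, with 10 higher at an unadjusted p of up to 0.05 and 0 called by DESeq2 or edgeR, and the median was 0.05 (camera adjusted p = 2.2e-06, adjusted p = 0.502 with an estimated correlation). The interaction was lower for 57 of the 79 genes when adjusted over the list alone and for 0 over all genes with limma, with 58 lower at an unadjusted p of up to 0.05, 7 called lower by DESeq2 and 0 by edgeR (camera adjusted p = 5.9e-45, adjusted p = 0.106 with an estimated correlation).

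Many ribosomal protein genes have processed pseudogenes with near-identical sequence, and only unique reads were counted. The list's call for age in *Acsl6-/-* mice was lost without young *Acsl6-/-* 2 (adjusted p = 0.062) or aged *Acsl6-/-* 2 (adjusted p = 0.0884), with quantile normalization (adjusted p = 0.227) and with the trend on transcript length removed (adjusted p = 0.452).

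**Figure D2:**
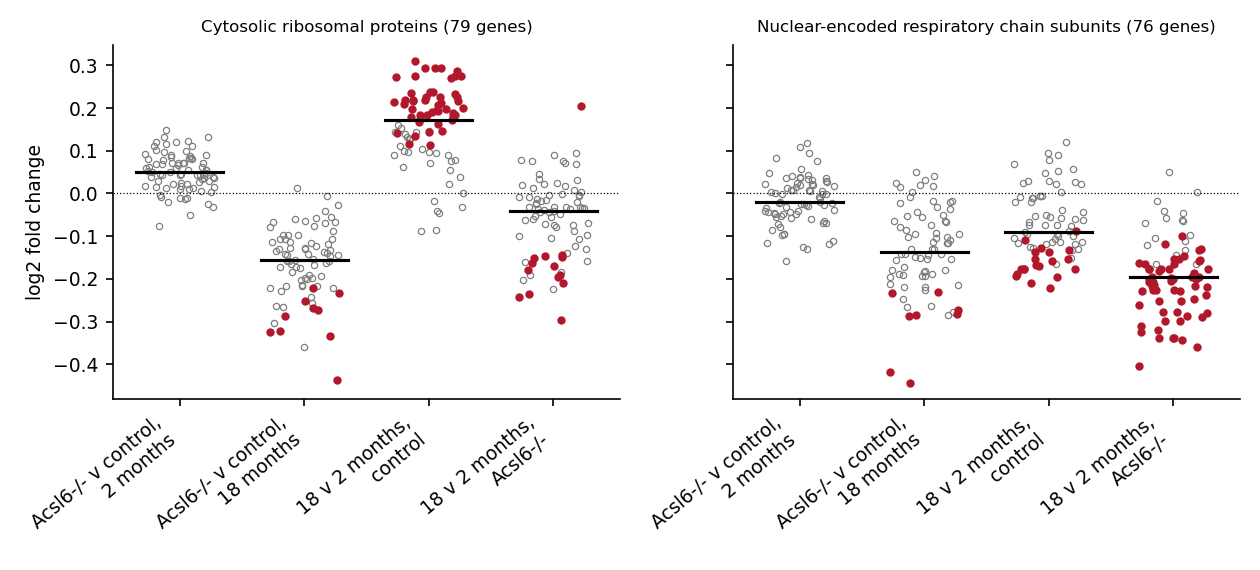
Log2 fold change (y axis) of each of 79 cytosolic ribosomal protein genes and 76 nuclear-encoded respiratory chain subunits in 4 comparisons (x axis: genotype at 2 months, genotype at 18 months, age in control, age in *Acsl6-/-*). Filled red points passed the test at an adjusted p under 0.05, open grey points did not, and the bar is the median of the list, which for genotype at 18 months is -0.16 for the ribosomal and -0.14 for the respiratory chain genes.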

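In aged *Acsl6-/-* mice compared with aged controls, most groups of immune genes were higher, genes for ribosomal proteins and the respiratory chain were lower, and synaptic genes did not move as a group. *C4b* rose from 1217.7 ± 179 normalized counts in aged control to 2052.7 ± 350 in aged *Acsl6-/-* mice (SD, n = 4 each), and *Mpeg1*, a macrophage gene (ENSMUSG00000046805), from 473 ± 24.3 to 789 ± 128 (SD, n = 4 each). *Clu*, the clusterin gene (ENSMUSG00000022037), fell from 9148 ± 378 to 6375 ± 248 (SD, n = 4 each). Heat shock and protein folding genes had negative log2 fold changes for 34 of 37 members.

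Of 35 microglia and myeloid markers, 1, *Mpeg1*, was higher over all genes (adjusted p = 0.0222 from limma) and 9 when adjusted over the list alone. The C1q genes *C1qa* and *C1qc* had log2 fold changes of 0.52 and 0.51 (adjusted p = 0.0585 and 0.0648). The list's camera adjusted p was 4.6e-11 (adjusted p = 0.175 with an estimated correlation). Of 19 complement genes, *C4b* was higher over all genes and 8 genes when adjusted over the list alone (camera adjusted p = 2.0e-04, adjusted p = 0.119 with an estimated correlation). No interferon response gene of 48 was called by limma, DESeq2 or edgeR, with 7 higher at an unadjusted p of up to 0.05, but 43 had a positive log2 fold change (camera adjusted p = 7.9e-06, adjusted p = 0.515 with an estimated correlation). Of 21 genes of MHC antigen presentation, 3 were higher when adjusted over the list alone, among them the light chain gene *B2m* (0.32, standard error 0.09), and the camera adjusted p was 2.3e-05 (adjusted p = 0.344 with an estimated correlation). The camera call for interferon response genes was lost without aged *Acsl6-/-* 2 (adjusted p = 0.0538) and that for MHC genes without aged *Acsl6-/-* 1 (adjusted p = 0.0978). Of 34 genes of cytokines, chemokines and their receptors, 18 were above 0 and 16 below (camera adjusted p = 0.955).

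Among genes of the stress response, *Hspa5*, the chaperone BiP of the endoplasmic reticulum, had a log2 fold change of -0.35 (adjusted p = 0.242), *Manf*, another protein of that compartment, -0.39 (adjusted p = 0.239) and the cytosolic chaperone gene *Dnajb1* -0.24 (adjusted p = 0.218). No gene of the 37 was called by limma (15 lower at an unadjusted p of up to 0.05), while 18 were called lower by DESeq2 and 9 by edgeR on the 14 libraries with recovered reads. The list's camera adjusted p was 4.6e-11, in the direction of lower values in *Acsl6-/-* mice (adjusted p = 0.227 with an estimated correlation). Of 30 targets of ATF4, the transcription factor of the integrated stress response, 27 had a positive log2 fold change and 0 were called by limma or edgeR, with 3 higher at an unadjusted p of up to 0.05 and 1 by DESeq2 (camera adjusted p = 2.8e-04, adjusted p = 0.479 with an estimated correlation).

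Of 50 presynaptic and 51 postsynaptic genes, none was called by genotype at 18 months with limma, DESeq2 or edgeR. At an unadjusted p of up to 0.05, 2 presynaptic genes were higher and 2 lower, and 2 postsynaptic genes were higher and 0 lower (camera adjusted p = 0.422 and 0.45). Of 76 respiratory chain subunits, 8 were lower and none higher (39 lower when adjusted over the list alone, 17 lower by DESeq2 and 7 by edgeR), with *Ndufa2* at -0.42 (standard error 0.06, adjusted p = 0.0061) and *Atp5e* at -0.44 (standard error 0.07, adjusted p = 0.012). The median of these 76 genes was -0.14 (camera adjusted p = 5.9e-34, adjusted p = 0.102 with an estimated correlation). None of the 13 respiratory chain genes encoded on mitochondrial DNA was called over all genes by limma or edgeR, with 8 lower at an unadjusted p of up to 0.05, 7 lower when adjusted over the list alone and 4 called lower by DESeq2 (camera adjusted p = 1.6e-08, adjusted p = 0.119 with an estimated correlation).

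Choroid plexus markers moved with this comparison, with 26 of 28 below 0 (median -0.59, camera adjusted p = 5.3e-04, adjusted p = 0.536 with an estimated correlation) in a comparison where 2 aged control libraries and 1 aged *Acsl6-/-* library were high in *Ttr*. Red blood cell genes were below 0 for 8 of 9 (median -0.36, camera adjusted p = 0.00139, adjusted p = 0.283 with an estimated correlation), endothelial and mural markers for 24 of 30 (median -0.11, camera adjusted p = 0.0026, adjusted p = 0.419 with an estimated correlation) and meningeal markers for 17 of 20 (median -0.10, camera adjusted p = 0.0308, adjusted p = 0.675 with an estimated correlation). Of these 3 lists limma, DESeq2 and edgeR called 0 genes, with 3, 1 and 1 lower at an unadjusted p of up to 0.05. Without the libraries high in *Ttr*, the camera adjusted p for microglia and myeloid markers was 1.2e-04, with none called by limma, and 4 ribosomal protein genes, 4 respiratory chain subunits and 5 heat shock genes were called lower.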

An analysis of genes changed using both Reactome and Gene Ontology (GO) term enrichment analyses revealed that aged *Acsl6^–/–^* mice, when compared with aged controls, had increased responses to stress and of the immune system and reduced membrane-related and synaptic proteins (Figure 5E and Supplemental Figure 2). Synaptic proteins interact with membrane lipids and are therefore susceptible to disruptions in membrane acyl-chain content that alter membrane properties. Reduced gene expression of membrane-related proteins involved in synaptogenesis was confirmed by RT-PCR in 2-month-old *Acsl6^–/–^* cerebellum for *Snap25*, *Dlg4/Psd95*, and *Stxbp1* (Figure 5F). By 18 months of age, these plus additional synaptogenesis-related genes were downregulated, specifically *Sv2b*, *Grin2b*, and *Nlgn1*, all of which have membrane-spanning domains (Figure 5F). While total protein abundance of PSD95 and SNAP25 was not altered in total cerebellar homogenates of the aged *Acsl6^–/–^* cerebellum compared to controls (Supplemental Figure 4), the alterations in transcript levels of these genes suggest dysregulation of synaptic proteins in the *Acsl6^–/–^* cerebellum and agree with previously reported findings linking synaptic proteins to membrane DHA abundance (35, 36). These data suggest that ACSL6 loss differentially impacted gene expression in an age-dependent manner; drove the induction of SREBP; and in response to age, reduced genes related to mitochondrial function, synaptic proteins, axonal guidance, and increased immune response genes.

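In the direct test of the difference between ages, camera with its preset correlation called several lists, and none was called with an estimated correlation (smallest adjusted p = 0.106). By the first of these tests, ribosomal protein and respiratory chain genes were lower in *Acsl6-/-* mice at 18 months relative to their genotype effect at 2 months, and so were enzymes of cholesterol biosynthesis and markers of oligodendrocytes and myelin. Markers of brainstem, meninges and red blood cells were lower too, while genes of interferon response, MHC and disease-associated microglia were higher. Microglia and myeloid markers and axon guidance genes were not called as groups by this test.

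The interaction of the 21 enzymes of cholesterol biosynthesis was negative as a group (4 lower when adjusted over the list alone, camera adjusted p = 1.5e-05, adjusted p = 0.385 with an estimated correlation), that is, their increase in *Acsl6-/-* mice was smaller at 18 than at 2 months. With limma no enzyme was called in the interaction over all genes, with 8 lower at an unadjusted p of up to 0.05 and 0 called by DESeq2 or edgeR. In *Acsl6-/-* mice 9 of the 21 fell with age (13 when adjusted over the list alone, camera adjusted p = 1.7e-05, adjusted p = 0.385 with an estimated correlation), and 2 of these fell in control mice as well. All 33 oligodendrocyte and myelin markers had a negative interaction (median -0.27, 2 lower when adjusted over the list alone, camera adjusted p = 1.5e-10, adjusted p = 0.344 with an estimated correlation). In *Acsl6-/-* mice 15 of the 33 fell with age, among them *Opalin*, a myelin protein gene, at -1.24 (standard error 0.18, adjusted p = 1.0e-04). In control mice 4 of the 33 rose and 4 fell (camera adjusted p = 2.4e-07 in *Acsl6-/-* mice and 0.406 in control mice, adjusted p = 0.429 and 0.876 with an estimated correlation).

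The median interaction of 14 brainstem and midbrain markers was -1.19 (13 below 0, camera adjusted p = 2.6e-05, adjusted p = 0.196 with an estimated correlation). For 9 red blood cell genes it was -0.50 (9 below 0, camera adjusted p = 0.00178, adjusted p = 0.292 with an estimated correlation) and for 20 meningeal markers -0.23 (17 below 0, camera adjusted p = 0.00279, adjusted p = 0.568 with an estimated correlation). Above 0 were 40 of 48 interferon response genes (median 0.30, camera adjusted p = 0.00564, adjusted p = 0.696 with an estimated correlation), 18 of 21 MHC genes (median 0.20, camera adjusted p = 0.00432, adjusted p = 0.51 with an estimated correlation) and 17 of 26 genes of disease-associated microglia (median 0.24, camera adjusted p = 0.0225, adjusted p = 0.568 with an estimated correlation). Of these 6 lists limma, DESeq2 and edgeR called 0 genes in the interaction. At an unadjusted p of up to 0.05, 5, 3 and 2 of the first lists were lower, and 3, 3 and 6 of the others higher, with 2 microglia genes lower.

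The microglia and myeloid list had an interaction with a camera adjusted p of 0.104, which lay between 0.00245 without young *Acsl6-/-* 2 and 0.637 without aged *Acsl6-/-* 1, and was under 0.05 without any 1 of 5 libraries (young control 2, young *Acsl6-/-* 2, aged control 1, aged *Acsl6-/-* 2 or aged *Acsl6-/-* 4). Of its genes, none was called in the interaction by limma, DESeq2 or edgeR, with 4 higher and 1 lower at an unadjusted p of up to 0.05. The paper proposes that loss of ACSL6 acts on gene expression in an age-dependent manner, induces SREBP and, with age, lowers genes of mitochondria, synapses and axon guidance and raises immune response genes.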

### Lipid mediator homeostasis is majorly regulated by age and minorly regulated by membrane acyl-chain composition.

Membrane fatty acids are substrates for enzymatic generation of lipid mediators that have multiple downstream regulatory actions including regulation of inflammation. Specifically, lipid mediators derived from enzymatic oxygenation of DHA are generally neuroprotective and proresolution, whereas mediators derived from AA and LA are known to modulate inflammation (37–42). Aging, independent of genotype, decreased AA-derived lipid mediators generated from cyclooxygenases, from lipoxygenases, and from nonenzymatic oxidation by reactive oxygen species (Figure 6, A–D). Conversely, inflammation-promoting LA-derived mediators were increased by age (42), and to a greater degree in *Acsl6^–/–^* compared with controls, suggesting a possible role for LA-derived mediators in age- and *Acsl6^–/–^*-related neuroinflammation (Figure 6E).

Consistent with increased membrane AA in *Acsl6^–/–^* mice, higher levels of AA-derived lipid mediators were observed in aged *Acsl6^–/–^* mice (Figure 6, A–D). The omega-3, DHA-derived lipid mediators were far less abundant than those derived from omega-6 fatty acids. Notably, only 4 of the 14 DHA-derived lipid mediators assessed were detected (Figure 6 and Supplemental Table 2). Despite this low abundance, lipoxygenase and oxidative stress–derived DHA species were significantly lower in *Acsl6^–/–^* mice compared with controls at 2 months of age (Figure 6, B and D). Specifically, the lipoxygenase product 14(S)-HDHA, the precursor of maresin-like specialized proresolvin mediators, was significantly reduced in *Acsl6^–/–^* (Figure 6B). Two nonenzymatic oxidized DHA-derived lipid mediators, 8-HDoHE and 11-HDoHE, were down more than 2-fold in young *Acsl6^–/–^* compared with controls (Figure 6D). Because changes in membrane lipids were not as strongly reflected in the lipid mediator content as expected, we next assessed gene expression of the enzymatic machinery that metabolizes lipid mediators. 

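Among the lipid mediator genes of Fig. 6F that passed the test for age, more rose than fell in each genotype. Of 26 measured genes of Fig. 6F, 17 were higher and 3 lower at 18 than at 2 months in control mice, and 11 were higher and 3 lower in *Acsl6-/-* mice. Of these, 10 were higher in aged mice of both genotypes. Among the phospholipases that free fatty acids from membranes, *Pla2g4c* had 73.5 ± 13.4 normalized counts in aged control and 35.6 ± 7.98 in young control mice, and a mean of 67.7 in aged *Acsl6-/-* and 27.7 ± 4.23 in young *Acsl6-/-* mice (SD, n = 4 each).

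*Pla2g4c* rose by 1.03 on the log2 scale in control mice (standard error 0.18, adjusted p = 3.4e-04 from limma) and by 1.26 in *Acsl6-/-* mice (standard error 0.18, adjusted p = 8.4e-05), and the secreted phospholipase gene *Pla2g5* by 0.90 (standard error 0.27) and 1.05 (standard error 0.27). Among enzymes that make mediators, *Ptgs2*, which encodes cyclooxygenase-2, rose by 1.02 and 1.14 (adjusted p = 0.0265 and 0.0184), from 11.1 ± 4.72 normalized counts in young control mice (SD, n = 4). *Hpgds*, the hematopoietic prostaglandin D synthase, rose by 0.55 and 0.82 (adjusted p = 0.00173 and 7.7e-05) and *Tbxas1*, the thromboxane synthase, by 0.60 and 0.80 (adjusted p = 0.0222 and 0.00499). Among enzymes that degrade mediators, *Hpgd*, the prostaglandin dehydrogenase, rose by 0.65 and 0.52 (adjusted p = 4.0e-04 and 0.00325). The paraoxonase gene *Pon3* rose by 1.12 and 1.08 (adjusted p = 0.0107 and 0.0172).

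Of 39 other lipid mediator genes, 2 rose and 3 fell in control mice and 1 rose and 3 fell in *Acsl6-/-* mice (camera adjusted p = 0.692 and 0.399). The genes of Fig. 6F were chosen by the study on these libraries, so the counts are not independent evidence of their direction. Adjusted over the list alone, 19 were higher and 3 lower in control mice and 15 higher and 4 lower in *Acsl6-/-* mice. The camera adjusted p was 1.7e-04 in control mice and 0.00136 in *Acsl6-/-* mice (adjusted p = 0.102 and 0.119 with an estimated correlation). The *Tbxas1* call in control mice was lost without young control 3, young control 4, aged control 1 or aged control 2 (highest adjusted p = 0.0801).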

Surprisingly, we did not observe a genotype effect, but rather we observed age-induced increases in lipid mediator metabolism genes, including several phospholipases that generate substrate, several enzymes that generate lipid mediators, and those that degrade mediators (Figure 6F). 

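A minority of the lipid mediator genes went down with age, led by the phospholipase gene *Pla2g4e*. *Pla2g4e*, which encodes a cytosolic phospholipase A2 (ENSMUSG00000050211, chromosome 2 of GRCm38 from 120166412 to 120245335), had 233 ± 30.4 normalized counts in aged control and 448 ± 105 in young control mice, and 256 ± 56.4 in aged *Acsl6-/-* and 355 ± 58.7 in young *Acsl6-/-* mice (SD, n = 4 each). *Pon2* (ENSMUSG00000032667), an intracellular paraoxonase, had 758 ± 84.3 in aged control and 877 ± 25.8 in young control mice, and 734 ± 15.8 in aged *Acsl6-/-* and 905 ± 45.2 in young *Acsl6-/-* mice (SD, n = 4 each). *Gpx4*, the glutathione peroxidase that reduces lipid hydroperoxides, and the secreted phospholipase gene *Pla2g3* each passed the test in 1 genotype.

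*Pla2g4e* fell by 0.93 on the log2 scale in control mice (standard error 0.16, adjusted p = 2.6e-04 from limma) and by 0.48 in *Acsl6-/-* mice (standard error 0.16, adjusted p = 0.0355). *Pon2* fell by 0.22 (standard error 0.06, adjusted p = 0.0149) and by 0.30 (standard error 0.06, adjusted p = 0.00231). *Pla2g3* (ENSMUSG00000034579) fell by 0.34 in control mice (standard error 0.11, adjusted p = 0.0263) and had -0.26 in *Acsl6-/-* mice (standard error 0.11, adjusted p = 0.0912, unadjusted p = 0.0268). *Gpx4* (ENSMUSG00000075706) had 2419.2 ± 180 normalized counts in aged *Acsl6-/-* and 2789.4 ± 85.5 in young *Acsl6-/-* mice (SD, n = 4 each) and fell by 0.21 there (standard error 0.05, adjusted p = 0.00464), while in control mice it had -0.09 (standard error 0.05, adjusted p = 0.17). No difference in the age effect between genotypes was called for these genes by the interaction test (adjusted p = 0.52 for *Pla2g4e* and 0.924 for *Pla2g3*). The *Pla2g3* call in control mice was lost without any 1 of 5 libraries (highest adjusted p = 0.0927, without aged control 1), and the *Pla2g4e* call in *Acsl6-/-* mice without any 1 of 6 (highest adjusted p = 0.118, without young *Acsl6-/-* 1).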

While a majority of the genes increased with age, 2 phospholipase A2 genes, paraoxonase 2 and glutathione peroxidase 4, which are associated with aging and oxidative stress (43–45), decreased with age (Figure 6F). Together these data indicate that membrane acyl-chain composition does not greatly impact overall lipid mediator homeostasis or expression of related metabolizing enzymes.

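Loss of ACSL6 changed none of the 26 measured lipid mediator genes of Fig. 6F by the test over all genes at either age. The median log2 fold change of the list between *Acsl6-/-* and control mice was 0.01 at 2 months (14 genes above 0 and 12 below) and -0.05 at 18 months (10 above and 16 below). *Ptgs2*, encoding cyclooxygenase-2, had a log2 fold change of -0.04 at 2 months (standard error 0.33) and 0.08 at 18 months (standard error 0.33), and *Hpgds* of -0.20 (standard error 0.12) and 0.08 (standard error 0.12). For *Pla2g4c*, the values were -0.34 at 2 months and -0.11 at 18 months (standard error 0.18 in both).

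With limma 0 genes of the list were called by genotype, and 0 were called by DESeq2 or edgeR on the 14 libraries with recovered reads. At an unadjusted p of up to 0.05, 2 genes were higher and 2 lower at 2 months, and 0 higher and 2 lower at 18 months. The camera adjusted p was 0.694 at 2 months and 0.0936 at 18 months (adjusted p = 0.82 and 0.344 with an estimated correlation). For genes with few reads such as *Ptgs2*, the standard error leaves room for a change that 4 libraries per group could not detect.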

### Loss of ACSL6 promotes neuroinflammation.

DHA consumption is inversely correlated with age-related diseases afflicting the central nervous system. 

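Age raised immune genes in both genotypes, and the values in aged *Acsl6-/-* mice were the highest of the 4 groups for many of them. *Clec7a*, a receptor of activated microglia (ENSMUSG00000079293), had 95.2 ± 20.1 normalized counts in aged *Acsl6-/-*, 46.6 ± 5.91 in aged control, 6.13 ± 4.52 in young *Acsl6-/-* and 8.12 ± 1.89 in young control mice (SD, n = 4 each). *C3* had 199.6 ± 65.8 in aged *Acsl6-/-*, 99.3 ± 14.0 in aged control, 9.01 ± 1.92 in young *Acsl6-/-* and 7.23 ± 4.85 in young control mice (SD, n = 4 each). For *Itgax*, the integrin CD11c of activated microglia and dendritic cells, the means were 71.3 ± 20.0 in aged *Acsl6-/-* and 32.8 ± 9.26 in aged control mice (SD, n = 4 each).

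Within *Acsl6-/-* mice, *Clec7a* rose by a log2 fold change of 3.94 with age (standard error 0.33, adjusted p = 2.8e-07 from limma), *Itgax* by 3.53 (standard error 0.28, adjusted p = 1.8e-07), *Lyz2*, the lysozyme of myeloid cells, by 2.64 (standard error 0.18, adjusted p = 1.8e-08) and *Gpnmb*, a gene of activated microglia, by 2.47 (standard error 0.26, adjusted p = 3.1e-06). In control mice *Clec7a* (2.40, standard error 0.33), *Itgax* (3.18, standard error 0.28), *Lyz2* (2.02, standard error 0.18) and *Gpnmb* rose with age too. Between genotypes at 18 months, *Clec7a* had a log2 fold change of 1.00 (adjusted p = 0.312), *C3* of 0.96 (adjusted p = 0.304) and *Itgax* of 1.09 (adjusted p = 0.129), and the interaction did not pass the test for these genes (adjusted p = 0.266, 0.73 and 0.813).

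Of 26 genes of disease-associated microglia, none was called by genotype at 18 months with limma over all genes, with 13 higher at an unadjusted p of up to 0.05 and 0 by DESeq2 or edgeR, and 10 were higher when adjusted over the list alone (camera adjusted p = 6.9e-10, adjusted p = 0.134 with an estimated correlation). Among these were the lysosomal protease gene *Ctsd* (0.29, standard error 0.07) and *Cybb*, the NADPH oxidase subunit of phagocytes (0.79, standard error 0.19). At 2 months, 8 of 35 microglia and myeloid markers were higher and 0 lower in *Acsl6-/-* mice at an unadjusted p of up to 0.05, with 0 called by limma, DESeq2 or edgeR (camera adjusted p = 6.4e-05, adjusted p = 0.385 with an estimated correlation). Among 31 reactive astrocyte genes at 2 months, *Gfap* was higher in young *Acsl6-/-* mice (0.50, standard error 0.10, adjusted p = 0.0475), a call that was lost without any 1 of 12 libraries (highest adjusted p = 0.146, without young *Acsl6-/-* 2). *Gfap* rose less with age in *Acsl6-/-* than in control mice, so the 2-month value does not carry over to aged mice.

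**Figure D3:**
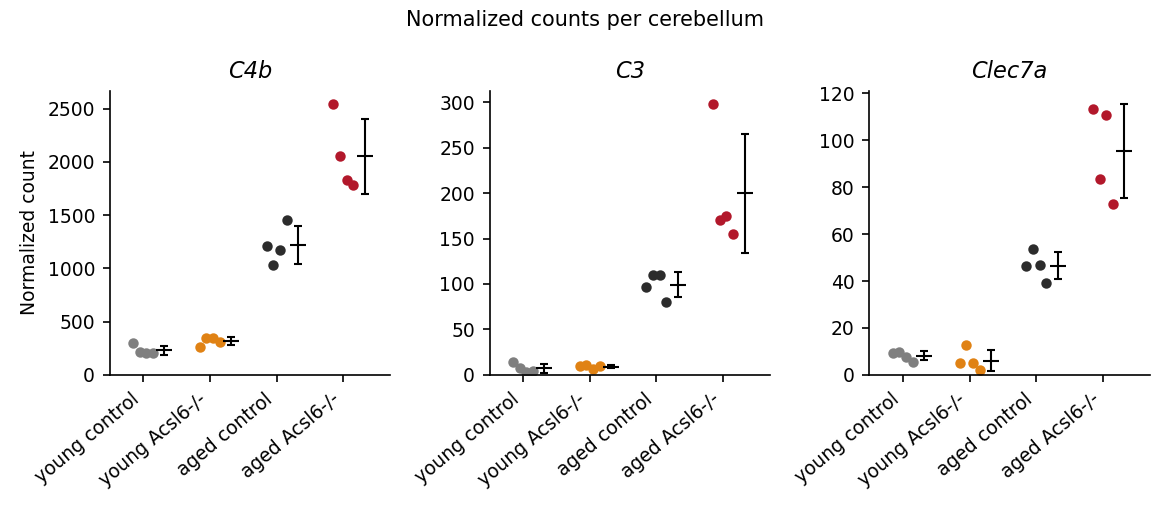
Normalized counts (y axis) of *C4b*, *C3* and *Clec7a* in each library of the 4 groups (x axis: young control, young *Acsl6-/-*, aged control, aged *Acsl6-/-*), with the mean and SD of 4 libraries. *Clec7a* lies between 73.0 and 114 in aged *Acsl6-/-* libraries and between 39.3 and 53.8 in aged control libraries.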

In agreement, the loss of DHA due to ACSL6 deficiency revealed age-dependent increases in transcriptomic profiles related to immune, defense, and stress responses (Figure 5E and Supplemental Figure 2). To investigate age-related neurology, histological analysis of 1-year-old *Acsl6^–/–^* cerebellum revealed pathological indicators of neuroinflammation. Specifically, aged *Acsl6^–/–^* cerebellum showed enlarged ionized calcium-binding adaptor protein-1–positive (IBA1-positive) and increased GFAP-positive cells (Figure 7A). The area occupied and signal intensity of GFAP^+^ cells in the cerebellar white matter were increased by approximately 2-fold in 1-year-old *Acsl6^–/–^* compared with controls (Figure 7B). For IBA1^+^ cells, the soma perimeter and area occupied were approximately 2-fold greater than controls in the *Acsl6^–/–^* cerebellum (Figure 7B). The increase in neuroinflammatory pathology did not coincide with apparent neurodegeneration as indicated by no change by genotype in aged brain weight, width, or length and by similar cerebellar protein signal for NeuN, the neuronal cell marker, and Calbindin, the Purkinje cell marker (Supplemental Figure 4, E and F). The effect of age on this neuroinflammatory phenotype was assessed by genes that serve as markers for myeloid cells and inflammation across aging. By 12 and 18 months of age, myeloid cell and inflammatory markers were significantly increased in *Acsl6^–/–^* relative to age-matched controls (Figure 7C). These data demonstrate age-responsive microgliosis and/or astrogliosis, as well as increases in pro- and antiinflammatory responses in the *Acsl6^–/–^* cerebellum (Figure 7C).

Unlike *Acsl6^–/–^* mice, and in agreement with minimal impact of astrocytic ACSL6 on cerebellar membrane DHA content, 12-month-old *Acsl6^G–/–^* did not show increased gene expression of myeloid cells or inflammation markers (Supplemental Figure 3, A and B), suggesting that loss of ACSL6 in astrocytes alone does not initiate an age-related inflammatory response. In summary, these data demonstrate that ACSL6-mediated membrane DHA deficiency in cerebellar neurons induces characteristics of aging, including reduced expression of genes related to synaptic activity, membrane components, ribosomal machinery, bioenergetics, and immune/stress responses that culminated in age-related pathological and molecular hallmarks of neuroinflammation and gliosis.

## Discussion

In this report, we show that ACSL6 deficiency in mice presents with age-related neuropathology akin to early-onset aging. The neuropathology and neuroinflammation were readily detected in the cerebellum, a brain region that contains a high abundance of ACSL6 and membrane DHA, suggesting that regions most highly enriched with membrane DHA are impacted the greatest by ACSL6 deficiency. ACSL6 is downregulated in or has identified single nucleotide polymorphisms associated with age-related neurodegenerative diseases (46–48). Thus, the loss of ACSL6 function or availability of its preferred substrate DHA over aging could contribute to age-induced neurological diseases and disorders.

Consistent with an age-related phenomenon, *Acsl6^–/–^* mice transcriptomes were highly influenced by age, and the mice only developed indications of neuroinflammation and pathology with aging. Specifically, the age-dependent increase in reactive glial pathobiology and expression of numerous inflammatory and myeloid markers from 6 to 12 to 18 months of age was evident in the *Acsl6^–/–^* cerebellum. The loss of membrane DHA and the increase in membrane AA had a surprisingly limited impact on steady-state lipid mediator content. It is possible that these minimal effects are due to a lack of proinflammatory challenges to the mice, thereby limiting detection of mediators (49, 50). In relation, we found no evidence by our smFISH or from public databases to suggest that ACSL6 is expressed in microglia, and we showed herein that astrocytic ACSL6 did not regulate DHA metabolism. Thus, ACSL6 deficiency does not cause a DHA deficit in glial cells, arguably the major cell type driving lipid mediator metabolism, thereby potentially limiting the impact of ACSL6 on lipid mediator homeostasis. Because ACSL6 expression is identified as astrocyte enriched in numerous databases (20, 24–28), we were surprised that the loss of ACSL6 in astrocytes had minimal impact on brain membrane lipid composition. However, these databases use cells derived from animals early in development, failing to capture transcripts, such as *Acsl6*, that present in late-stage mature neurons. Our smFISH clearly demonstrates an abundance of *Acsl6* transcripts in neurons. These data agree with the adult human brain RNA-Seq data set from the Allen Brain Atlas showing robust expression of *ACSL6* across a large variety of adult neuron subtypes (51). Importantly, we resolved the mechanistic explanation underlying the difference between astrocytic and complete ACSL6-KO effects on lipid content by demonstrating that astrocytes are enriched with the Y-gate domain but not the DHA-preferring F-gate (29). Thus, we demonstrate that ACSL6 in neurons is DHA preferring whereas ACSL6 in astrocytes is not. Our observation that ACSL6 loss in astrocytes minimally impacts brain lipid content and phenotype suggests that astrocytic ACSL6 does not majorly contribute to brain lipid content and does not elicit the early-onset aging observed in the total-body KO mice.

In relation to cerebellar neurological distress, hyperlocomotion was observed in nearly every test performed on *Acsl6^–/–^* mice across the life span. While the manifestation of hyperlocomotion was not identical (i.e., fewer pauses, faster speed, farther distance traveled) it was consistent, nonetheless. These behavioral abnormalities could be associated with altered neurotransmission due to alterations in membrane properties. Specifically, the kinked nature of DHA contributes to membrane properties such as flexibility, packing defects, and deformation (52, 53). As such, the loss of membrane DHA stands to impair processes such as membrane vesicle cycling at neural synapses for neurotransmission and membrane-protein interactions that are dependent upon the length and hydrophobicity of the membrane bilayer (54–57). As such, a strong match was visualized between ACSL6 expression in neurons by smFISH to that of membrane DHA depletion by MALDI in *Acsl6^–/–^*, suggesting that cerebellar neurons are most susceptible to suffer the consequences of ACSL6 loss. In agreement, GO term analysis was highly enriched with membrane components, coinciding with reductions in synaptoproteome in the cerebellum. Synaptoproteome deregulation has been previously reported as an effect of DHA deficit during aging and is rescued with DHA replenishment, suggesting a direct role for DHA in maintaining adequate synaptic protein levels (35, 36, 58). Here, ACSL6-mediated DHA loss reduced gene expression of synaptic proteins as early as at 2 months of age, suggesting that alterations in synaptic proteins could chronically deregulate synaptic transmission, leading to long-term age-related stress and subsequent neuroinflammation in aged *Acsl6^–/–^* mice.

Motor activity is also largely controlled by dopaminergic control centers, and we previously reported an increase in tyrosine hydroxylase terminal density in the striatum of ACSL6-deficient mice (17). Dopaminergic neuronal projections are particularly abundant in the striatum, and dopamine plays a strong role in regulating motor activity, suggesting a possible link between ACSL6 and dopamine. Our smFISH demonstrated colocalization of *Acsl6* to dopaminergic, tyrosine hydroxylase-positive neurons, and a depletion in membrane PUFAs in this region, visualized by lipid imaging (JME, unpublished observations). Thus, impaired motor function in *Acsl6^–/–^* mice could also be contributed by deficits in dopaminergic membrane PUFAs. Indeed, diseases associated with imbalances in the dopaminergic system, such as Parkinson’s disease, schizophrenia, depression, and attention deficit hyperactivity disorder, have a strong link to DHA. For instance, meta-analysis indicates that DHA supplementation trials have shown relatively consistent and effective benefits for patients with attention deficit hyperactivity disorder (59). Moreover, low levels of DHA and DHA-derived lipid mediators are associated with the pathophysiology of several diseases, including Parkinson’s, multiple sclerosis, and Alzheimer’s (60–62). *ACSL6*-specific mutations have been linked to schizophrenia, and ACSL6 expression is downregulated in patients with Parkinson’s disease and relevant models (46, 47, 63–66). In agreement with a role for DHA in protection against Alzheimer’s disease and dementia, ACSL6-deficient mice had impairments in memory. Since high cholesterol is a strong risk factor for Alzheimer’s disease, whereas DHA is a protector (67, 68), it is possible that these 2 risk factors are linked due to an ACSL6 deficiency–induced DHA deficit impact upon SREBP-mediated increases in cholesterol biosynthesis genes, a finding also reported in other models of DHA deficit (30, 69, 70). Thus, low DHA may increase the risk for Alzheimer’s directly by a gap in DHA’s neuroprotective actions and indirectly due to low DHA’s impact on cholesterol biosynthesis. Together, these data suggest that ACSL6 is involved in providing the adequate lipid environment for maintaining motor-controlling mechanisms of the central nervous system.

In summary, we show that ACSL6 is a major contributor to membrane DHA across the brain throughout the life span. The loss of ACSL6 results in impaired spatial memory, hyperlocomotion, and early-onset neuroinflammation in the aging cerebellum. Additionally, these data suggest that transcriptional control of synaptic proteins is dysregulated in response to altered membrane acyl-chain composition in a manner that precedes neurological impairments. Ultimately, this work demonstrates that *Acsl6* is a key regulator of brain DHA metabolism that confers neuroprotection during aging.

## Methods

### Animals.

Mice were maintained on a 12-hour light/12-hour dark cycle and had ad libitum access to chow (Teklad Global 18% protein rodent diet, Envigo) and water. Chow diet essential fatty acids were not of marine sources and were free of DHA. *Acsl6*^flox/flox^ mice were bred to CMV- or GFAP-Cre transgenic mice (The Jackson Laboratory catalog 006054 and 024098) to generate germline global (*Acsl6^–/–^*) or astrocyte-specific (*Acsl6*^G–/–^**) KO mice, respectively and as previously described (17).

### Behavioral tests.

Locomotor activity of 2- to 3-month-old mice was recorded after 2 days of acclimation in metabolic chambers using an infrared light beam system integrated to an indirect calorimetry system (CaloSys V2.1, TSE Systems) (71). Open field locomotor activity and exploratory behavior of 18-month-old mice were assessed in an open arena (62 × 62 × 46 cm) over a 10-minute period. Activity was recorded and analyzed with the ANY-maze video tracking system (Stoelting Co.). The BM was used to assess hippocampus-dependent spatial learning and memory as previously described (72). The BM consisted of a 1.22-meter-diameter circular platform with 18 holes equally spaced along the outer edges. A dark escape box was placed underneath one of the holes. The BM was conducted over a total of 5 days, including 4 training days, each with 4 trials separated by 15–20 minutes, and 1 testing day. Prior to the first trial each day, mice were acclimated for 30 minutes in the dark. The mouse was placed in the center of a platform inside a dark plastic cup. After 1 minute, the cup was lifted and the mouse was given 3 minutes to find and enter the escape box. If the mouse failed to find the box after 3 minutes, it was guided to it. On day 5, a probe trial was performed in which the escape box was removed and the mouse was allowed to explore for 90 seconds to search for the escape box. Performance was recorded and analyzed with the ANY-maze video tracking system. The learning index was calculated by subtracting the average latency to reach the escape box on day 4 from day 1 (Learning index > 0 means the mouse learned). A novel object recognition test was used to assess recognition memory. Two-month-old mice were placed inside a (25 × 25 cm) box and allowed to explore 2 identical objects (familiar) for 10 minutes. Six hours later, 1 object was replaced with a novel object, and the mice were placed back into the box to explore for 10 minutes. The discrimination index was calculated as follows: (Time in novel – Time in familiar)/(Time in novel – Time in familiar). The Y-maze spontaneous alternation test was performed to assess spatial working memory. Two-month-old mice were placed in a Y-shaped maze composed of 3 equidistant arms and allowed to freely explore for 5 minutes. The alternation percentage was calculated by dividing total alternations by the total number of possible triads (Total alternations/[total entries – 2]) × 100.

### Molecular.

Total tissue RNA isolation was performed using TRIzol (Life Technologies), quantified by NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific), and used to synthesize cDNA with High Capacity cDNA Reverse Transcriptase (Applied Biosystems). Real-Time PCR was performed using SYBR Green Master Mix (Bio-Rad) and primers for the target genes and analyzed using the QuantStudio 3 Real-Time PCR System (Applied Biosystems). Gene expression was normalized to the average Ct values of the housekeeping gene *Rpl22* and expressed as 2^-ΔCT^. For RNA-Seq, cerebellar RNA was isolated using TRIzol and sent for standard RNA-Seq and initial bioinformatics analysis to Genewiz. Libraries were prepared via the Poly(A) selection method and sequenced on 1 lane of the Illumina HiSeq with 2 × 150 bp configuration. Raw sequences were evaluated for quality and trimmed using Trimmomatic v.0.36. Quality trimmed reads were mapped to the *Mus musculus* GRCm38 reference genome available on ENSEMBL to create BAM files using the STAR aligner v.2.5.2b. Unique gene hit counts from the reads that fell within exon regions were calculated using the featureCounts function of the Subread package v.1.5.2. RNA-Seq data have been deposited into the National Center for Biotechnology Information’s Gene Expression Omnibus database under accession number GSE175571. Differential gene expression (DEG) analysis was performed using DESeq2. Comparisons by age (2 versus 18 months) and genotype (control versus *Acsl6^–/–^*) were performed, and the Wald test was used to calculate *P* values and log_2_ fold changes. Thresholds were set for *P* values of less than 0.05. Enriched pathways of DEGs were calculated using REACTOME version 72, and the top significant pathways with a minimum of 10 genes and belonging to the second, third, and fourth hierarchical levels were plotted (73). If pathways from the same category but different hierarchical levels had gene overlap, then the pathway with the lowest hierarchical level containing more than 90% of the genes was selected. Analysis for generating the Venn diagram was performed using Venny 2.1 (74). An unbiased analysis of all the samples was performed to obtain normalized counts and generate the heatmaps. Heatmapper (Wishart Research Group, University of Alberta) was used to cluster genes employing the Pearson distance correlation measurement (75). GO terms were identified using Gene Ontology enRIchment anaLysis and visuaLizAtion tool (GOrilla) (76). For smFISH, HiPlex RNAScope was performed on whole brains from adult mice fixed by immersion in 4% paraformaldehyde (PFA) at 4°C, washed in a graded sucrose series (10%, 20%, 30%), embedded in OCT, frozen, and cryosectioned (5 mm). A series of sections were stained with Nissl to locate the relevant brain slice according to the Allen Mouse Brain Atlas. Twelve-plex smFISH was performed on fixed frozen tissue sections according to manufacturer recommendations using the RNAscope HiPlex8 Reagent Kit and RNAscope HiPlex12 Ancillary Kit (Advanced Cell Diagnostics) to detect transcripts from the following genes: *Acsl6* (584161), *Meg3* (527201), *Slc17a7/Vglut1* (416631), and *Slc32a1/Vgat* (319191). FISH detection was performed using the RNAscope HiPlex Alternative Display Module (catalog 30040) and DAPI counterstain with an AxioImager M1 microscope equipped with 20×/0.8 NA and 63×/1.3 NA objectives and an AxioCam MRm (Carl Zeiss Microscopy). Images from multiple rounds were combined using RNAscope HiPlex Registration Software (catalog 300065). Probes targeting a panel of housekeeping gene mRNAs (RNAscope HiPlex12 Positive Control Probe-Mm; catalog 324321) served as positive controls, and an irrelevant bacterial gene was the negative control (ACD catalog 324341), which were labeled on adjacent sections.

### Lipidomics.

Total fatty acid composition was determined on extracted and fatty acid methyl esters (FAME) prepared using a 1-step extraction/methylation method as described in detail elsewhere (77). Hippocampal samples were treated with an aqueous solution (CH_3_OH/2,2-Dimethoxypropane/H_2_SO_4_ = 8.5:1.1:0.4, v/v/v) and an organic solution (heptane/toluene = 6.3:3.7, v/v) at 80°C for 2 hours. FAMEs were reconstituted in heptane and stored at 20°C until analysis. FAMEs were positively identified by high-resolution capillary gas chromatography covalent adduct chemical ionization tandem mass spectrometry with a GCMS TQ8050 triple-quadrupole mass spectrometer equipped with a prototype solvent-assisted chemical ionization device interfaced to a GC QP2010Plus gas chromatograph (Shimadzu Corp.). FAMEs were quantified using a separate QP2010 GC with a Flame Ionization Detector (Shimadzu Corp.). Response factors were measured daily using an external standard and applied to peak areas to yield calibrated weight percentages (78). Specialized lipid mediators were profiled by HPLC tandem mass spectrometry by the University of Colorado, Aurora, Skaggs School of Pharmacy Mass Spectrometry Facility, as described (79). MALDI lipid imaging of flash-frozen whole brains, sliced 10 μm thick, was performed by the Structural Biology Core of National Institute on Drug Abuse/NIH Intramural Research Program, as described (23), using Thermo Scientific MALDI LTQ-XL-Orbitrap and Xcalibur software (Thermo Fisher Scientific) in positive and negative ion mode with a mass resolution of 60,000 in the mass range of 600–1000 Da. The raster step size of 40 μm was used for both the X and Y directions. 2,5-Dihydroxybenzoic acid matrix (at 40 mg/mL concentration in 70% methanol) was sprayed using TM-sprayer (HTX Technologies). The assignment of lipid species identity was based upon accurate mass with mass error of 2 or fewer parts per million (ppm) in positive ion mode and 3.5 or less ppm in negative ion mode. Broad MRM-based lipid profiling was performed with Purdue University’s Bindley Bioscience Center Metabolite Profiling Facility, as described (17). Briefly, lipids were extracted from tissues using the Bligh and Dyer method (80). The lipid phase was dried, resuspended, and injected through a micro-autosampler (G1377A) into a QQQ6410 triple-quadrupole mass spectrometer operated in the positive ion mode and equipped with a Jet Stream electrospray ionization ion source (both from Agilent Technologies). Data were analyzed by calculating the percent distribution for each ion (ion peak of *m/z* intensity/total ion intensity) and identified based on LipidMaps database.

### Immunoblots and histology.

Mouse brain lysates were collected in lysis buffer (50 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, and 1% Triton X-100). Proteins were electrophoresed in 10% gels, transferred to nitrocellulose membranes, and blocked with 5% milk in Tris-buffered saline, containing 0.1% Tween 20 (TBS-T) for 1 hour at room temperature. Blots were probed for the primary antibodies ACSL6 (1:1000, MilliporeSigma HPA040470), SNAP25 (1:10,000, Abcam ab5666), PSD95 (1:2000, Invitrogen MA1-045), Calbindin (1:1000, MilliporeSigma C9848), NeuN (1:1000, MilliporeSigma ABN78), and β-tubulin (1:1000, MilliporeSigma T0198) in 3% bovine serum albumin (MilliporeSigma) in TBS-T overnight at 4°C, washed, and probed for anti-mouse (926-68070) or anti-rabbit (926-32211) IRDye-conjugated secondary antibodies (LI-COR) for 1 hour at room temperature. Membranes were scanned with LI-COR Odyssey instrument, and protein was quantified using LI-COR software. Brains were collected and fixed in 4% PFA for 7 days and then incubated in 30% sucrose for 7 days at 4°C. Brain coronal sections were cut at 35 μm thickness using a frozen sliding microtome (Microm HM 450, Thermo Fisher Scientific) and stored in cryoprotectant at −20°C until use. Cerebellums were selected, washed 6 times for 10 minutes with PBS at room temperature, blocked in PBS containing 0.3% Triton X-100 (PBS-T) with 10% normal donkey serum (NDS) for 1 hour at room temperature and with primaries (GFAP, Abcam 53554; Iba1, Wako WEE4506) for 24–48 hours in PBS-T with 1% NDS at 4°C, washed in PBS, and subsequently incubated with secondary antibodies in PBS-T with 1% NDS for 2 hours at room temperature (Alexa Fluor 488 anti-goat, catalog 705-545-147, and Alexa Fluor 647 anti-chicken, catalog 703-606-155; Jackson ImmunoResearch). After washing with PBS at room temperature, 6 times for 10 minutes each, the slides were dehydrated through graded alcohol, cleared, and coverslipped. Images were obtained using an inverted Nikon D-Eclipse C1 confocal microscope. GFAP and IBA-1 staining were analyzed using Fiji imaging software. Briefly, for GFAP, the region of interest was delineated, and the threshold background correction was defined using the same automated threshold algorithm for all images to create binary images. Mean intensity and percent of area fraction (area occupied by GFAP^+^ cells/area of white matter × 100) above the set threshold were calculated. For Iba-1, percent of area fraction of IBA-1^+^ cells and the perimeter of the 10 microglia with the largest body size within the cerebellar white matter were calculated.

### Statistics.

Data are shown as the mean ± SEM for each group, unless otherwise specified. Data were analyzed using Prism 9.0 software (GraphPad). The statistical significance was determined using 2-tailed unpaired Student’s *t* test for comparison of 2 groups, 1-way ANOVA with Tukey’s post hoc test for more than 2 groups, and 2-way ANOVA with Sidak’s post hoc test for multivariate analysis. Statistical significance was set at *P* < 0.05, unless otherwise specified.

### Study approval.

All animal experiments were reviewed and approved by IACUCs at Purdue University, West Lafayette, Indiana, USA (Assurance A3231-01), and East Carolina University, Greenville, North Carolina, USA (Assurance A3469-01).

## Author contributions

RFF, ASP, and JME designed and conducted the research studies; VD, ESW, KAL, SNJ, JBE, BPH, JMG, and JTB acquired the data and provided reagents; and RFF and JME analyzed data and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
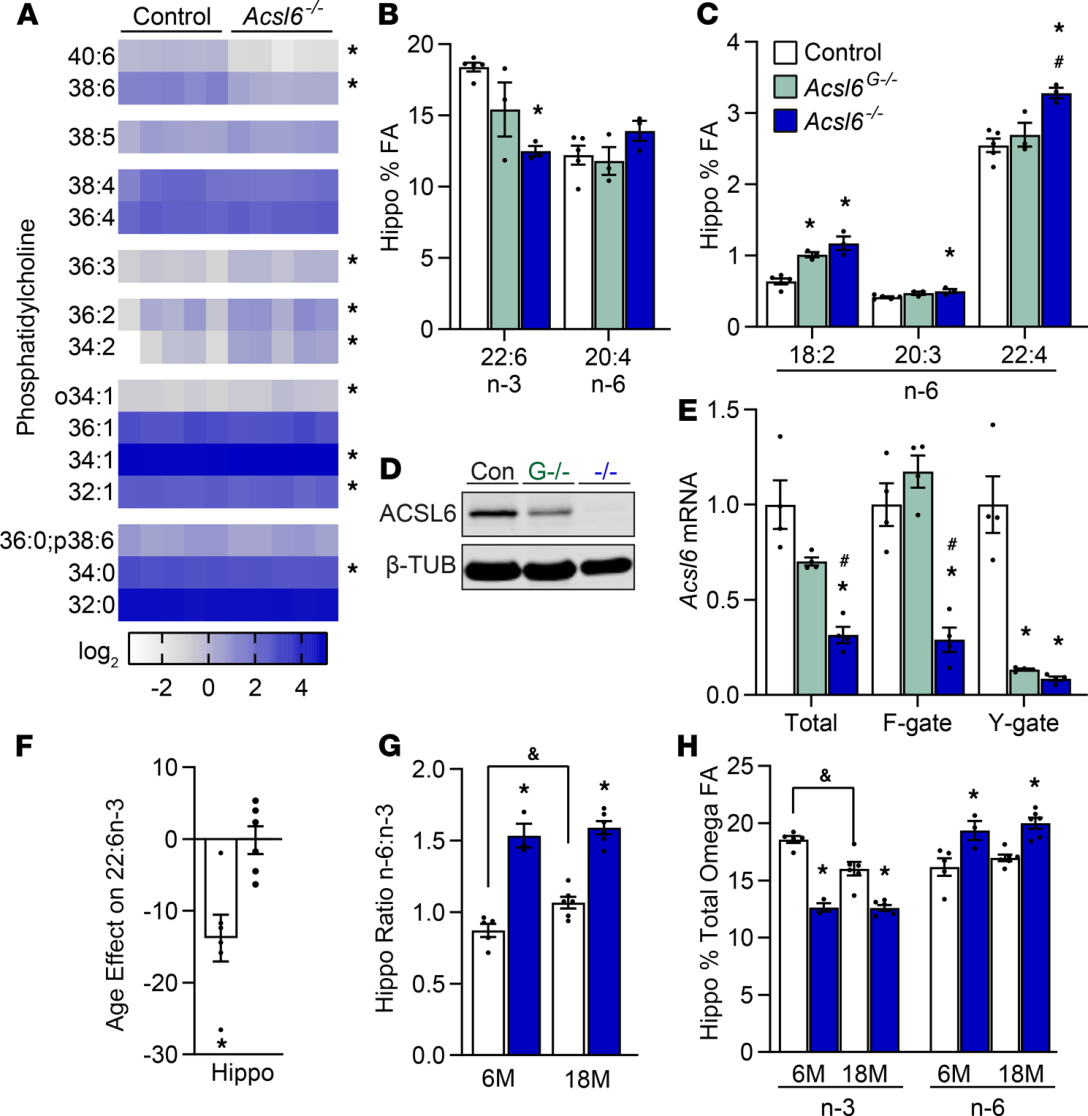
Effects of *Acsl6* loss on hippocampal DHA content during aging. (**A**) Heatmap of PCs clustered by degree of saturation in the control and *Acsl6*^–/–^ hippocampus, *n* = 5. Data are presented as percent of ion intensity distribution; species more than 0.5% of total are shown. (**B** and **C**) Percent of total hippocampal fatty acid content in 6-month-old control, *Acsl6^G–/–^*, and *Acsl6^–/–^* mice; *n* = 3–6. (**D**) Hippocampal immunoblot against ACSL6 and (**E**) cerebellar gate domain-targeted RT-PCR in control, *Acsl6*^G–/–^, and *Acsl6^–/–^* mice; *n* = 4. (**F**) Percent change of DHA from 6 to 18 months in the control and *Acsl6^–/–^* hippocampus; *n* = 3–6. (**G**) Omega-6 to omega-3 ratio. (**H**) Percent of omega-3 and omega-6 total fatty acids in 6- and 18-month-old control and *Acsl6^–/–^* hippocampus, *n* = 3–6. Data are shown as the mean ± SEM; *compared with control, ^&^by age within genotype, ^#^compared with *Acsl6^G–/–^*, *P* ≤ 0.05 (**B**, **C**, and **E**) by 1-way ANOVA with Tukey’s post hoc test, (**G** and **H**) by 2-way ANOVA with Sidak’s post hoc test, and (**F**) by 2-tailed Student’s *t* test.

**Figure 2:**
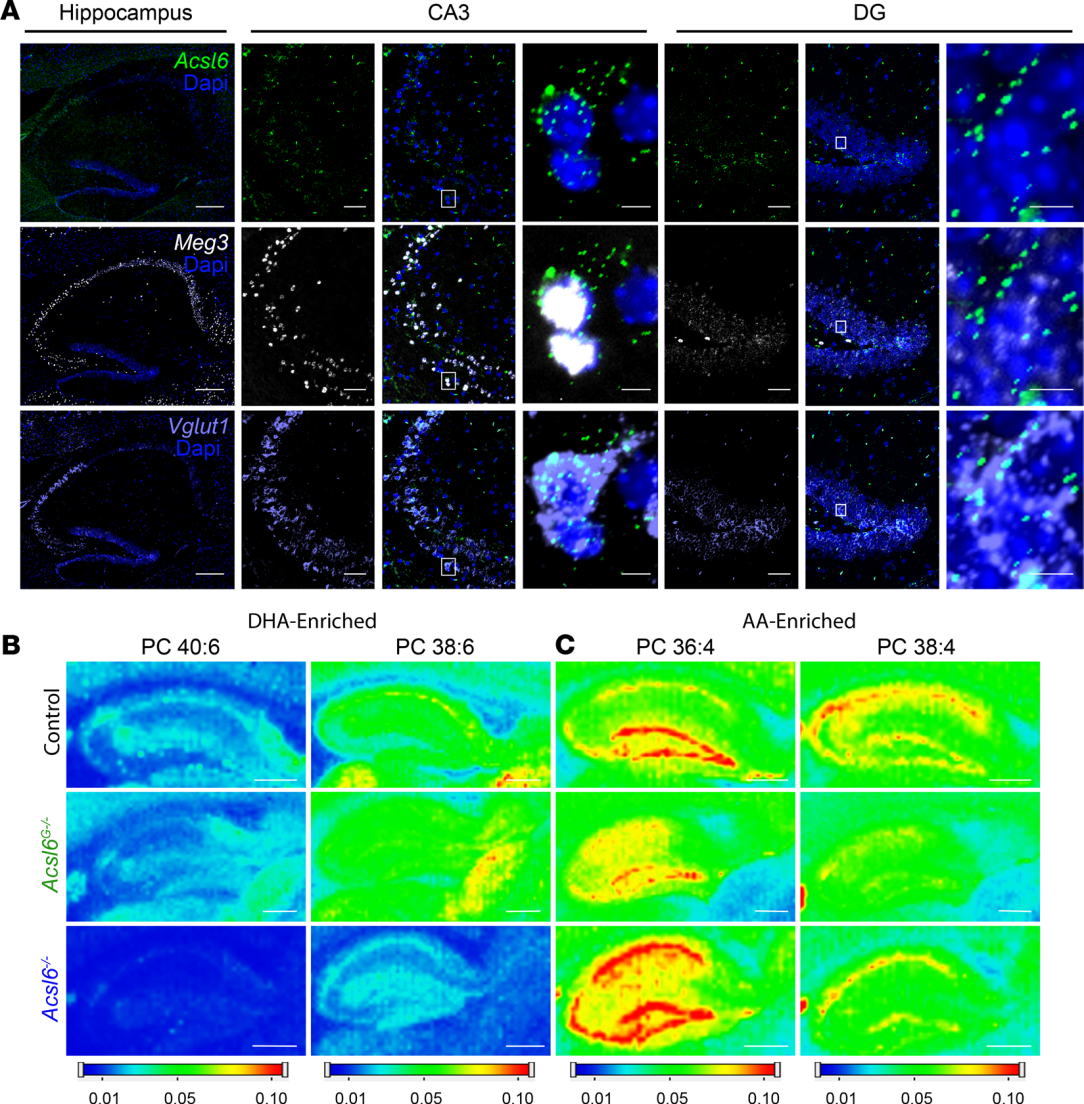
*Acsl6* is expressed in neurons and mediates brain DHA enrichment. (**A**) *Acsl6* detection by smFISH in the hippocampus and CA3 and DG regions; blue, nuclei; green, *Acsl6*; white, maternally expressed gene 3 (*Meg3*, pseudo pan-neuronal nuclear marker); and purple, *Vglut1*. White box indicates area of inset (scale bars: hippocampus, 200 μm; CA3 and DG, 50 μm; inset, 5 μm). Lipid imaging by MALDI of predicted (**B**) DHA-containing PCs (PC 40:6 *m/z* = 872.5566, [M + K] + and PC 38:6 *m/z* = 844.5253 [M + K]^+^) and (**C**) AA-containing PCs (PC 36:4 *m/z* = 820.5253 [M + K] + and PC 38:4 *m/z* = 848.5566 [M+K]^+^) in the control, *Acsl6^G–/–^*, and *Acsl6^–/–^* hippocampus (scale bars: 500 μm).

**Figure 3:**
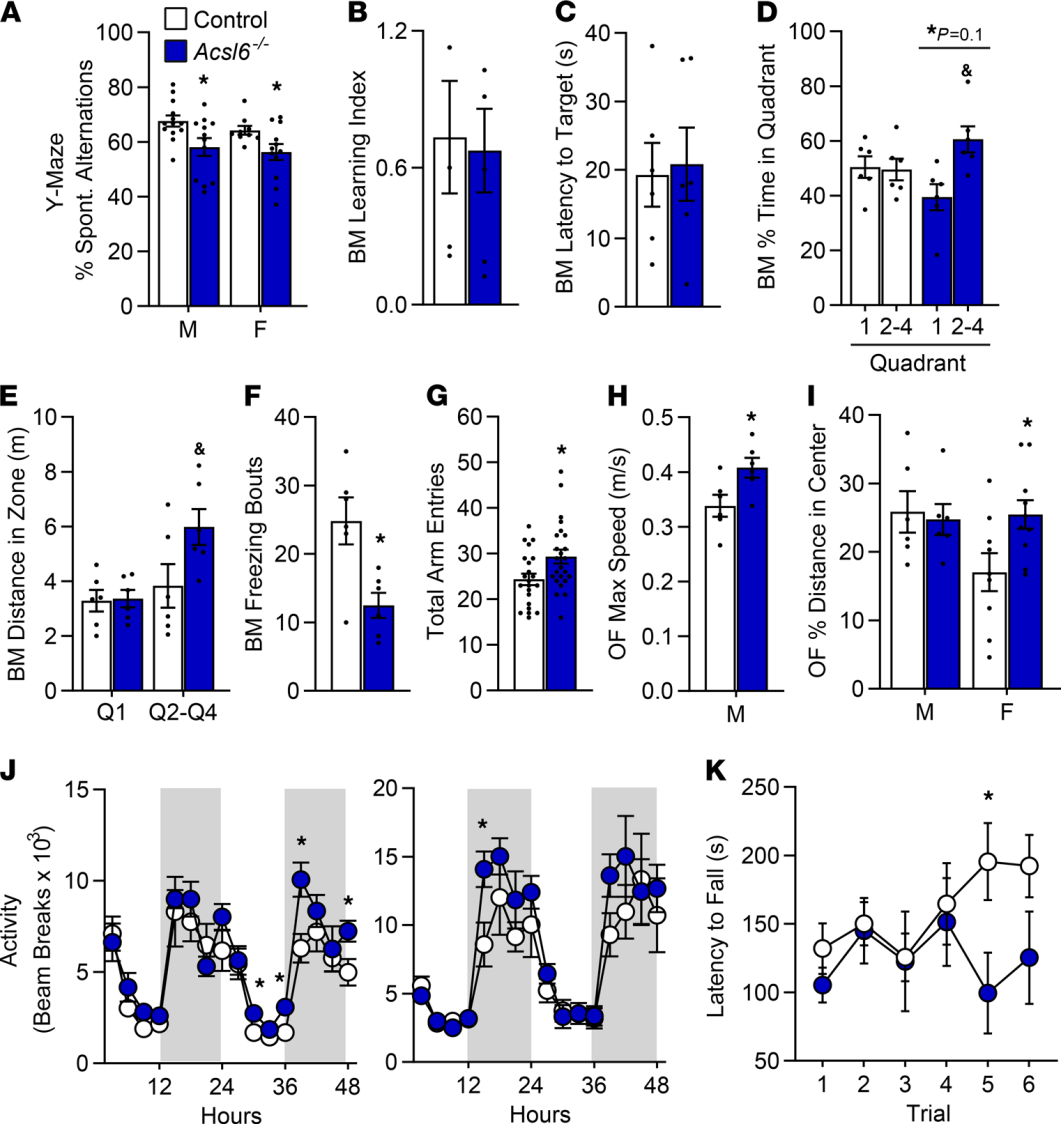
*Acsl6* exhibits reduced short-term spatial working memory and induces hyperlocomotion. (**A**) Y-maze percent of spontaneous alternations of 2-month-old female (F) and male (M) control and *Acsl6^–/–^* mice; *n* = 22–24. Hippocampus-dependent spatial memory and learning were assessed using the BM: (**B**) learning index during training, (**C**) latency to first enter target zone, (**D**) percent of time, (**E**) distance spent in each quadrant (Q) 1 or Q2–Q4, and (**F**) freezing bouts during the probe trial for 18-month-old control and *Acsl6^–/–^* males; *n* = 6. (**G**) Total entries in the Y-maze for 2-month-old control and *Acsl6^–/–^* males and females; *n* = 22–24. (**H**) Maximum speed and (**I**) percent of distance traveled in the center of the open field (OF) achieved over a 10-minute period for 18-month-old control and *Acsl6^–/–^* males (M) and females (F); *n* = 6–10. (**J**) Total beam breaks in metabolic chambers of 2-month-old control and *Acsl6^–/–^* males (left) and females (right); *n* = 6–13. (**K**) Latency to fall from the rotarod over 6 trials, 3 per day; *n* = 6. Data are shown as the mean ± SEM; *by genotype, ^&^Q1 versus Q2–Q4, *P* ≤ 0.05 by 2-tailed Student’s *t* test.

**Figure 4:**
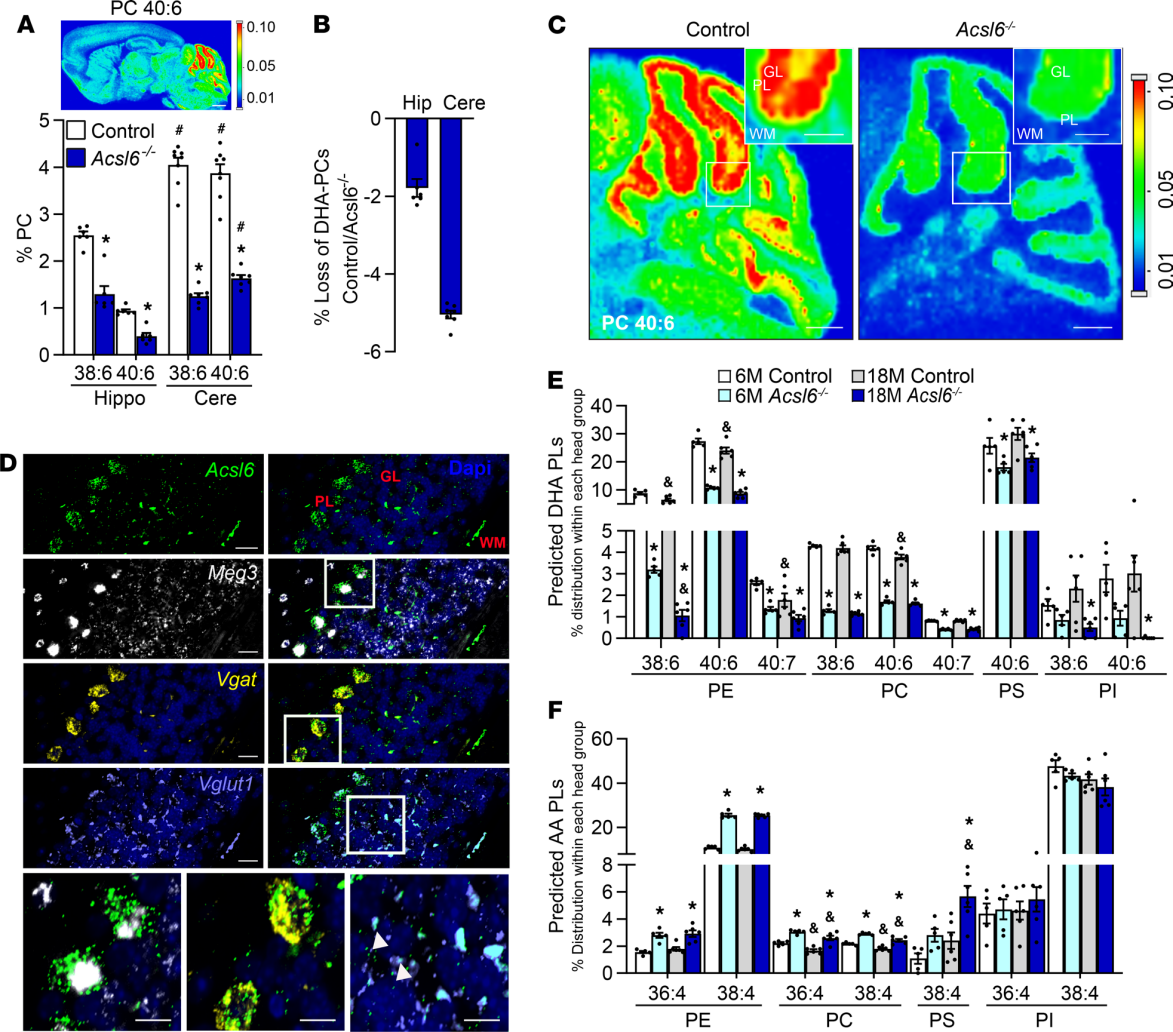
*Acsl6* deletion results in DHA deficiency in the cerebellum during aging. (**A**) Percent of total intensity for DHA-containing PCs (38:6 and 40:6) in hippo and cere, *n* = 6, with MALDI inset of PC 40:6 (*m/z* = 872.5566, [M + K]^+^) in control mice. (**B**) Percent loss of DHA-containing PCs in the *Acsl6^–/–^* hippocampus (Hip) and cerebellum (Cere) relative to control mice. (**C**) Lipid imaging by MALDI of the predicted DHA-containing PC 40:6 (*m/z* = 872.5566, [M + K]^+^) of control and *Acsl6^–/–^* cerebellum (scale bars: 500 μm). GL, granular layer; PL, Purkinje layer. (**D**) *Acsl6* detection by smFISH in cerebellum and inset: blue, nuclei; green, *Acsl6;* white, *Meg3;* purple, *Vglut1;* and yellow, *Vgat*. Arrows indicate *Acsl6*^+^ cells, scale bars: 20 μm; inset, 10 μm. (**E** and **F**) Distribution of phospholipids in 6- or 18-month-old control and *Acsl6^–/–^* cerebellum; *n* = 5–6. Data are shown as the mean ± SEM; *by genotype within age, ^&^by age within genotype, and ^#^compared with hippocampus, *P* ≤ 0.05 (**A**) by 2-tailed Student’s *t* test and (**E** and **F**) by 2-way ANOVA with Sidak’s post hoc test.

**Figure 5:**
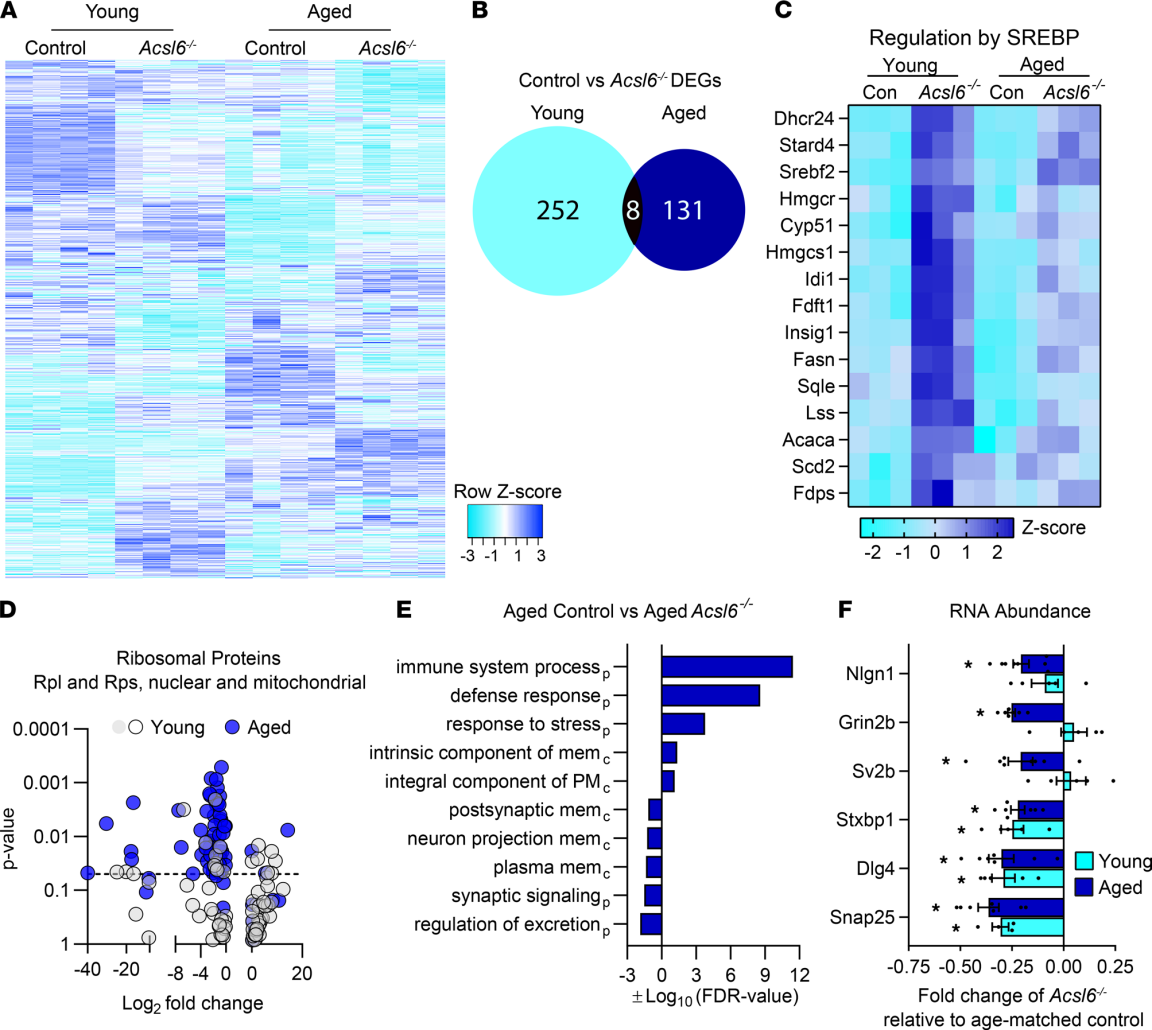
Differential expression analysis in young and aged *Acsl6^–/–^*. RNA-Seq profiling was performed in young (2-month-old) and aged (18-month-old) female control and *Acsl6^–/–^* cerebellum. (**A**) Heatmap of all differentially expressed genes (DEGs) by either genotype within age or age within genotype, *P* ≤ 0.01, graphed according to Pearson’s distance and centroid linkage cluster method. (**B**) Venn diagram of DEGs by *P*adj ≤ 0.05 for genotype comparison in either young or aged mice. (**C**) Heatmap of genes associated with the regulation of cholesterol biosynthesis. (**D**) Volcano plot of aging-effect DEGs of ribosomal protein genes for *Acsl6^–/–^* compared with controls at either 2 (young) or 18 (aged) months of age. (**E**) GO terms from DEGs *P* ≤ 0.05 for *Acsl6^–/–^* compared with controls at 18 months of age (mem, membrane; PM, plasma mem; p, biological process; c, cellular component). (**F**) mRNA abundance of synaptic proteins of young and aged *Acsl6^–/–^* cerebellum, expressed relative to age-matched control mice. Data are shown as the mean ± SEM; *by genotype within age, *P* ≤ 0.05 by 2-tailed Student’s *t* test.

**Figure 6:**
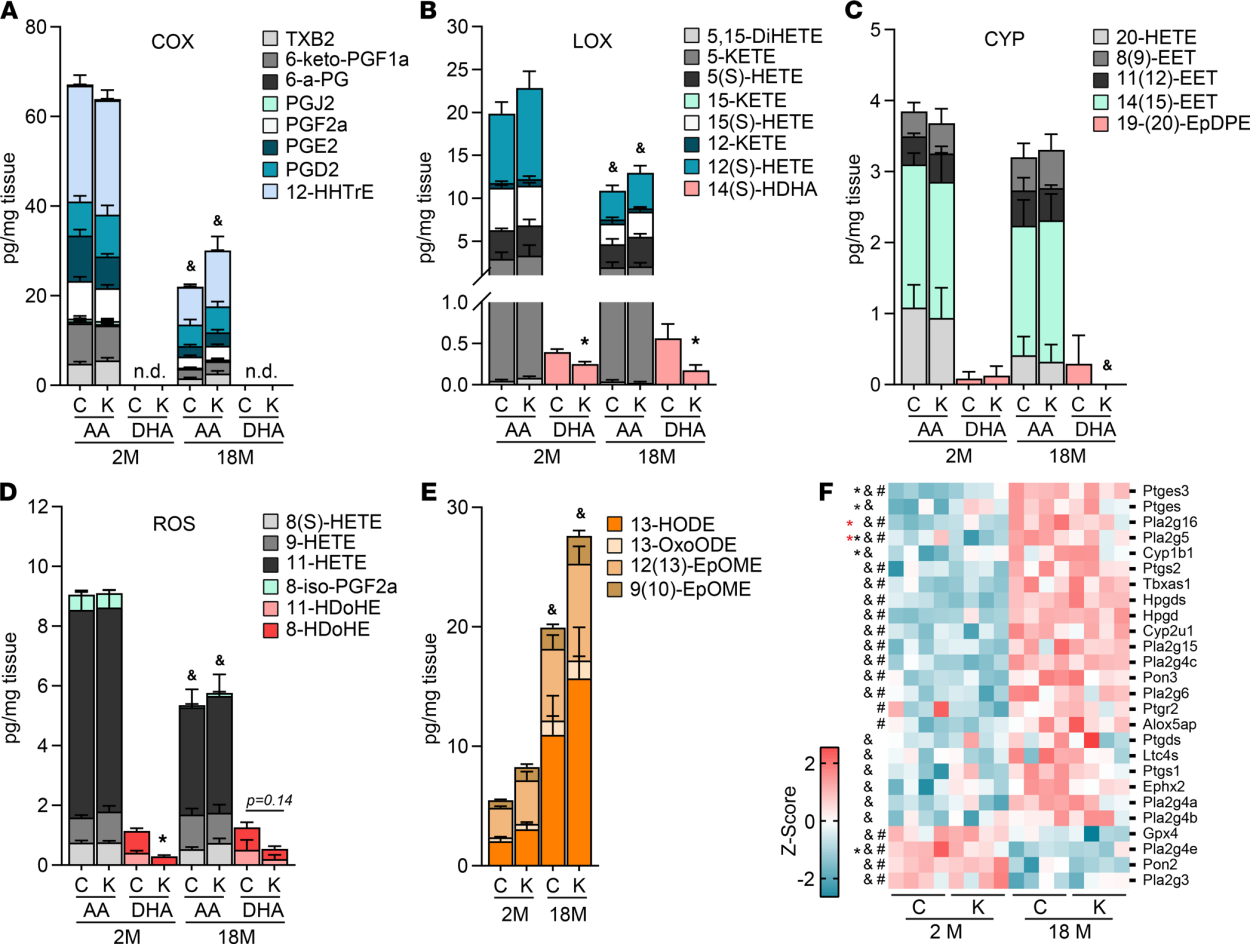
*Acsl6* deficiency minimally impacts fatty acid–derived lipid mediator profile. Stack bar plot of lipid mediators generated from (**A**) cyclooxygenase, (**B**) lipoxygenase, (**C**) cytochrome oxygenase, (**D**) reactive oxygen species, and (**E**) LA-derived lipid mediators in 2- and 18-month-old control (**C**) and *Acsl6^–/–^* (K) cerebellum; *n* = 5–6. The error bars indicate SEM from each lipid mediator. Statistical significance was calculated from the total amount of lipid mediators in the stacked bar, *by genotype within age, and ^&^by age within genotype, *P* ≤ 0.05 by 2-tailed Student’s *t* test. (**F**) Heatmap of significantly DEGs from RNA-Seq (*P* ≤ 0.05) associated with the biosynthesis of lipid mediators plus the phospholipase A2 enzymes in cerebellum; *n* = 4. DEGs were clustered using the Pearson distance correlation measurement method, *(2 M) and *(18 M) by genotype, ^&^(control), and ^#^(*Acsl6^–/–^*) by age, *P* ≤ 0.05 by 2-tailed Student’s *t* test.

**Figure 7:**
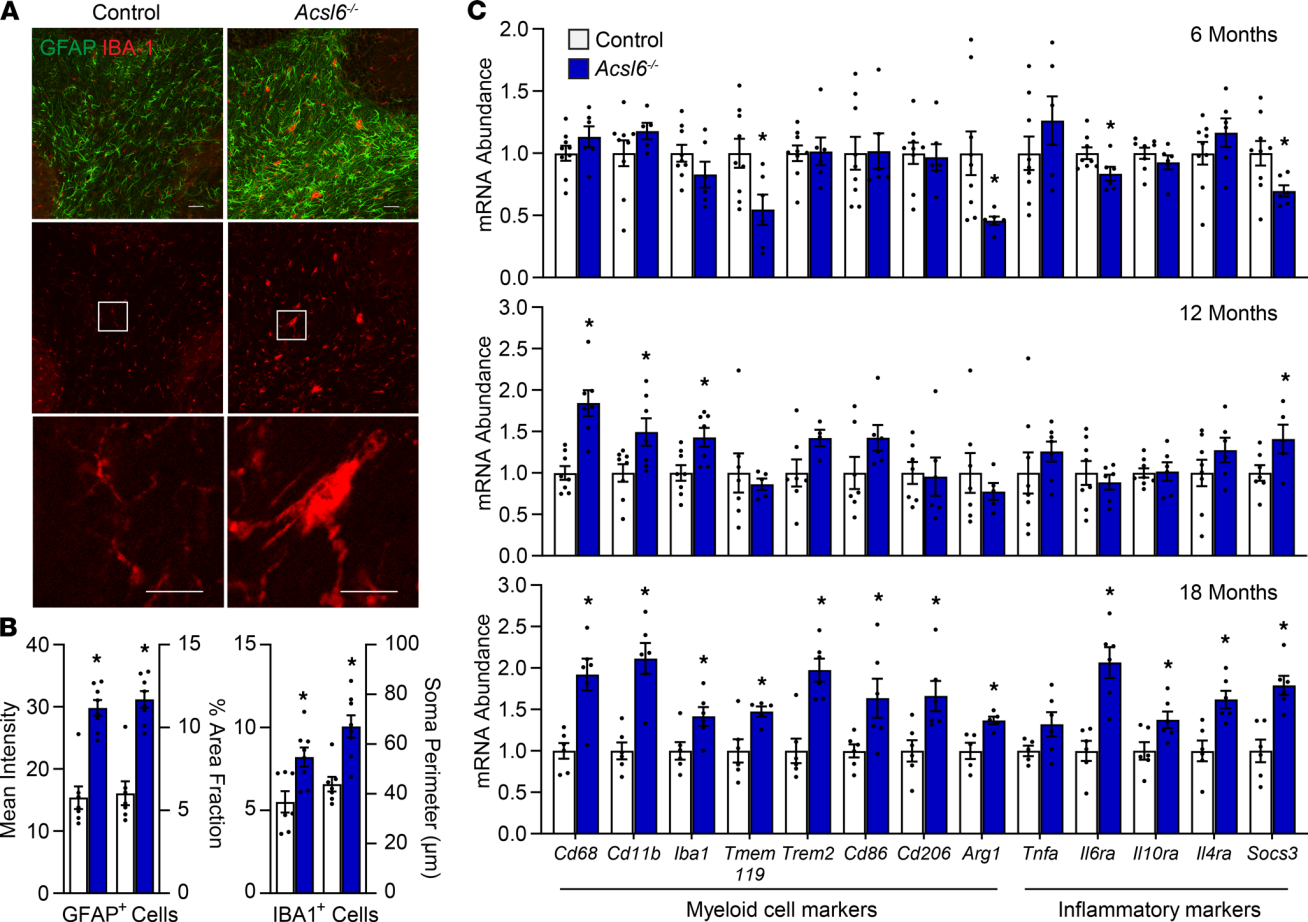
*Acsl6* deficiency results in age-related neuroinflammation. (**A**) Representative immunostaining images of GFAP (green) and IBA1 (red) in 12-month-old male cerebellum (scale bars: 50 μm and 25 μm). (**B**) Mean intensity and percent of area fraction occupied by GFAP^+^ cells in cerebellar white matter and soma perimeter of the 10 largest microglia in cerebellar white matter and percent of area fraction of microglia of 12-month-old control and *Acsl6^–/–^* cerebellum. (**C**) mRNA abundance of inflammatory and myeloid cell markers of 6-, 12-, and 18-month-old *Acsl6^–/–^* male cerebellum normalized to *Rpl22* and relative to control; *n* = 6–8. Data are shown as the mean ± SEM; *by genotype, *P* ≤ 0.05 by 2-tailed Student’s *t* test.

## Version 1 06/08/2021

Electronic publication

# Supplementary material for: Acyl-CoA synthetase 6 is required for brain docosahexaenoic acid retention and neuroprotection during aging
**Source:** JCI Insight. 2021 Jun 8;6(11):e144351. doi: 10.1172/jci.insight.144351

Supplemental table and figure legends:

Table S1. Hippocampal fatty acid profile. Percent of total fatty acids (%w/w) in 6-month or 18-month old control, *Acs/6^{G/-}*, and *Acs/6^{-/-}* hippocampus, n=3-6. The omega-3 fatty acid, eicosapentaenoic acid, was below limits of detection. Data represent mean $\pm$ SEM; * compare to control, & within genotype, and # compare to 6-month old *Acs/6^{-/-}*, $p \leq 0.05$ by Student's t-test.

Table S2. Cerebellar lipid mediator profile. Lipid mediator levels (pg/mg tissue) in 2- and 18-month-old control and *Acs/6^{-/-}* cerebellum, n=5-6. Data represent mean $\pm$ SEM; * by genotype, \$ by age, $p \leq 0.05$ by Student's t-test. Lipoxygenases (LOX); Cytochrome oxygenase (CYP); Epoxy hydrolase (EH); Non-enzymatic autooxidation (NA); Cyclooxygenases (COX); Reactive oxygen species (ROS); Glutathione-S-transferase (GST).

Figure S1. Behavior Tests. (A) % preference for the familiar (F) and novel (N) objects and (B) discrimination index during the novel object recognition test for 2-month old control and *Acs/6^{-/-}* males, n=9. (C) Distance and (D) freezing bouts spent in each quadrant during the probe trial of the Barnes Maze for 18-month old control and *Acs/6^{-/-}* females, n=9-10. Data represent mean $\pm$ SEM; * by genotype, \$ within genotype, & within genotype and different from quadrant 1, $p \leq 0.05$ by Student's t-test.

Figure S2. Differential expression analysis in young and/or aged control and *Acs/6^{-/-}*. RNA-seq profiling was performed in 2- (Young) and 18- (Aged) month old female control and *Acs/6^{-/-}* cerebellum, n=4. (A) Venn diagram and REACTOME pathway analysis of significantly DEGs or pathways comparing control to *Acs/6^{-/-}* at either 2 or 18-months of age. (B) Venn diagram and REACTOME pathway analysis of significantly DEGs or pathways comparing young and aged control or *Acs/6^{-/-}* mice.

Figure S3. Effect of astrocytic *Acs/6* loss on lipid content and inflammation. (A) Lipid imaging by MALDI of the predicted DHA-containing PC 40:6 ($m/z=872.5566$, $[M+K]^+$) of control and *Acs/6^{G/-}* cerebellum (Scale bars: 500 μ m). (B) mRNA abundance of inflammatory and myeloid cell markers from 12-month old (12M) control and *Acs/6^{G/-}* male cerebellum normalized to housekeeping (average of *Rpl22* and *Tbp*), n=6. Data represent mean $\pm$ SEM; * by genotype, $p \leq 0.05$ by Student's t-test.

Figure S4. Indicators of neuronal abundance. (A) Representative immunoblot and (B) quantification of SNAP25 and PSD95 normalized to β -tubulin in 18-month old control and *Acs/6^{-/-}* cerebellum, n=8-9. Brain (C) weight, (D) length, and width from 12-month old control and *Acs/6^{-/-}*, n=7-8. (E) Representative immunoblot and (F) quantification of NeuN and Calbindin normalized to β -tubulin in 18-month old control and *Acs/6^{-/-}* cerebellum, n=9.

Table S1.

Fatty acid	Common name	6M Control	6M <i>Acs/6</i> ^{G-/-}	6M <i>Acs/6</i> ^{-/-}	18M Control	18M <i>Acs/6</i> ^{-/-}
16:0	PA	22.7 ± 0.23	21.5 ± 1.27	23.1 ± 0.37	21.5 ± 0.59	22.7 ± 0.45
16:1	Palmitoleic acid	0.48 ± 0.02	0.48 ± 0.04	0.57 ± 0.03*	0.55 ± 0.01 ^{&}	0.56 ± 0.02
18:0	Stearic acid	23.2 ± 0.35	22.3 ± 0.53	22.8 ± 0.15	23.2 ± 0.13	21.7 ± 0.22 ^{&*}
18:1n9	OA	14.1 ± 0.05	16.8 ± 1.89	15.8 ± 0.64	15.7 ± 0.68	16.5 ± 0.32
18:1n7	Vaccenic acid	3.05 ± 0.14	3.30 ± 0.15	3.32 ± 0.17	3.12 ± 0.10	3.35 ± 0.09
18:2n6	LA	0.64 ± 0.04	1.01 ± 0.04*	1.17 ± 0.09*	0.69 ± 0.04	1.17 ± 0.05*
20:0	Arachidic acid	0.21 ± 0.02	0.34 ± 0.09	0.26 ± 0.02	0.27 ± 0.03	0.26 ± 0.02
20:1	Paullinic acid	0.72 ± 0.15	1.36 ± 0.47	0.87 ± 0.16	1.03 ± 0.20	0.99 ± 0.12
20:2n6	Eicosadienoic acid	0.17 ± 0.01	0.35 ± 0.09*	0.26 ± 0.03*	0.24 ± 0.03	0.25 ± 0.02
20:3n6	DGLA	0.42 ± 0.01	0.47 ± 0.02	0.50 ± 0.03*	0.37 ± 0.02	0.44 ± 0.02*
20:4n6	AA	12.2 ± 0.66	11.8 ± 0.98	13.9 ± 0.70	12.5 ± 0.32	14.0 ± 0.37*
22:0	Behenic acid	0.19 ± 0.03	0.33 ± 0.12	0.24 ± 0.03	0.24 ± 0.03	0.21 ± 0.03
22:1	Erucic acid	0.08 ± 0.01	0.18 ± 0.06	0.12 ± 0.02	0.25 ± 0.06 ^{&}	0.19 ± 0.02 ^{&}
22:2n6	Docosadienoic acid	0.18 ± 0.02	0.26 ± 0.06	0.24 ± 0.03	0.25 ± 0.03	0.67 ± 0.49
22:4n6	Adrenic acid	2.55 ± 0.10	2.70 ± 0.17 [#]	3.28 ± 0.07*	2.94 ± 0.12 ^{&}	3.47 ± 0.10*
24:1	Nervonic acid	0.59 ± 0.11	1.31 ± 0.59	0.98 ± 0.23	1.13 ± 0.21	0.97 ± 0.11
22:5n3	DPA	0.16 ± 0.01	0.16 ± 0.01	0.15 ± 0.01	0.15 ± 0.00	0.14 ± 0.01*
22:6n3	DHA	18.4 ± 0.31	15.4 ± 1.89	12.5 ± 0.36*	15.9 ± 0.60 ^{&}	12.5 ± 0.24*
SFA		46.2 ± 0.33	44.4 ± 0.55 ^{*#}	46.4 ± 0.35	45.2 ± 0.63	44.8 ± 0.63
MUFA		19.0 ± 0.85	23.4 ± 3.18	21.6 ± 1.22	21.8 ± 1.20	22.5 ± 0.58
PUFA		34.7 ± 0.79	32.2 ± 2.63	32.0 ± 0.89	33.0 ± 0.70	32.6 ± 0.57
PUFAn-3		18.6 ± 0.31	15.6 ± 1.89	12.6 ± 0.36*	16.0 ± 0.60 ^{&}	12.6 ± 0.24*
PUFAn-6		16.2 ± 0.77	16.6 ± 0.80	19.4 ± 0.83*	17.0 ± 0.29	20.0 ± 0.48*
n-6:n-3 ratio		0.87 ± 0.05	1.09 ± 0.10 [#]	1.53 ± 0.08*	1.07 ± 0.04 ^{&}	1.59 ± 0.05*

Table S2.

Compound	Pathw ay	Precursor	2M Control	2M AcsI6 ^{-/-}	18M Control	18M AcsI6 ^{-/-}
13-HODE	15-LOX	LA	2.07 ± 0.28	3.06 ± 0.42	10.95 ± 3.29 ^{&}	15.69 ± 4.28 ^{&}
13-OxoODE	15-LOX	LA	0.31 ± 0.07	0.45 ± 0.16	1.22 ± 0.36 ^{&}	1.51 ± 0.34 ^{&}
12(13)-EpOME	CYP	LA	2.49 ± 0.13	3.65 ± 0.73	5.98 ± 1.15 ^{&}	8.10 ± 1.43 ^{&}
9(10)-EpOME	CYP	LA	0.62 ± 0.07	1.09 ± 0.25	1.78 ± 0.28 ^{&}	2.32 ± 0.45 ^{&}
12,13-DiHOME	EH	LA	0.55 ± 0.08	0.69 ± 0.12	0.97 ± 0.22	1.24 ± 0.31
9,10-DiHOME	EH	LA	0.28 ± 0.05	0.38 ± 0.08	0.64 ± 0.15 ^{&}	0.86 ± 0.23
9-HODE	NA	LA	2.48 ± 0.28	3.67 ± 0.60	14.19 ± 3.98 ^{&}	19.47 ± 5.13 ^{&}
9-OxoODE	NA	LA	0.45 ± 0.06	0.62 ± 0.21	2.04 ± 0.45 ^{&}	2.10 ± 0.44 ^{&}
EKODE	NA	LA	0.24 ± 0.04	0.41 ± 0.06*	0.58 ± 0.04 ^{&}	0.61 ± 0.10
13-HOTrE	15-LOX	ALA	0.02 ± 0.00	0.02 ± 0.00	0.03 ± 0.01	0.02 ± 0.01
9-HOTrE	NA	ALA	0.01 ± 0.01	0.00 ± 0.00	0.01 ± 0.01	0.03 ± 0.02
9-KOTrE	NA	ALA	-	-	-	-
15-HETrE	15-LOX	DGLA	0.18 ± 0.02	0.20 ± 0.03	0.13 ± 0.01	0.20 ± 0.05
5-HETrE	5-LOX	DGLA	0.01 ± 0.01	0.02 ± 0.01	0.02 ± 0.01	0.03 ± 0.02
8-HETrE	ROS	DGLA	0.03 ± 0.01	0.08 ± 0.04	0.01 ± 0.01	0.06 ± 0.06
12-KETE	12-LOX	AA	0.55 ± 0.19	0.77 ± 0.36	0.48 ± 0.24	0.39 ± 0.15
12S-HETE	12-LOX	AA	8.06 ± 1.35	10.61 ± 1.98	3.35 ± 0.62 ^{&}	4.14 ± 0.81 ^{&}
15-KETE	15-LOX	AA	-	-	-	-
15S-HETE	15-LOX	AA	4.96 ± 0.29	4.62 ± 0.37	2.41 ± 0.37 ^{&}	2.93 ± 0.47 ^{&}
15(R)Lipoxin A4	5-LOX	AA	-	-	-	-
20-hydroxy-LTB4	5-LOX	AA	-	-	-	-
5,15-DiHETE	5-LOX	AA	0.05 ± 0.02	0.09 ± 0.02	0.04 ± 0.02	0.02 ± 0.02 ^{&}
5-KETE	5-LOX	AA	2.89 ± 0.77	3.22 ± 1.22	1.92 ± 0.59	2.05 ± 0.42
5S-HETE	5-LOX	AA	3.34 ± 0.20	3.52 ± 0.70	2.68 ± 0.64	3.44 ± 0.36
6-trans-LTB4	5-LOX	AA	-	-	-	-
8,15-DiHETE	5-LOX	AA	0.04 ± 0.04	0.07 ± 0.07	0.00 ± 0.00	0.00 ± 0.00
Lipoxin A4	5-LOX	AA	-	-	-	-
Lipoxin B4	5-LOX	AA	-	-	-	-
LTB4	5-LOX	AA	-	-	-	-
LTD4_NEG	5-LOX/GST	AA	-	-	-	-
LTE4_NEG	5-LOX/GST	AA	-	-	-	-
11B-PGF2a	COX	AA	-	-	-	-
11-dehydro-tbx3	COX	AA	-	-	-	-
12-HHTrE	COX	AA	25.91 ± 2.31	25.57 ± 2.23	8.42 ± 0.58 ^{&}	12.42 ± 3.15 ^{&}
15-deoxy-Delta12,14-PGJ2	COX	AA	0.15 ± 0.02	0.20 ± 0.04	0.03 ± 0.02	0.04 ± 0.02
6-a-Prostaglandin	COX	AA	0.42 ± 0.05	0.35 ± 0.03	0.10 ± 0.01 ^{&}	0.14 ± 0.02 ^{&}
6-keto-PGF1a	COX	AA	9.00 ± 1.65	7.77 ± 1.51	2.10 ± 0.18 ^{&}	2.77 ± 0.65 ^{&}
Carbocyclic Thromboxane A2	COX	AA	0.06 ± 0.03	0.06 ± 0.02	0.03 ± 0.03	0.00 ± 0.00 ^{&}
dinor-11b-pgf2a	COX	AA	-	-	-	-
dinor-6-keto-pgf2a	COX	AA	-	-	-	-
dinor-8-iso-pgf2a	COX	AA	-	-	-	-
PGB2	COX	AA	-	0.04 ± 0.02	-	-
PGE2	COX	AA	10.13 ± 1.36	7.08 ± 0.58	2.30 ± 0.38 ^{&}	3.00 ± 0.57 ^{&}
PGF2a	COX	AA	8.40 ± 0.96	7.33 ± 0.73	2.45 ± 0.27 ^{&}	3.04 ± 0.34 ^{&}

PGJ2	COX	AA	0.61 ± 0.06	0.67 ± 0.10	0.20 ± 0.03 ^{&}	0.27 ± 0.06 ^{&}
Prostaglandin D2	COX	AA	7.61 ± 1.27	9.29 ± 2.08	4.84 ± 1.13	5.82 ± 1.06
tetranor-PGEM	COX	AA	-	-	-	-
tetranor-PGFM	COX	AA	-	-	-	-
TXB2	COX	AA	4.86 ± 0.46	5.59 ± 0.57	1.59 ± 0.19 ^{&}	2.60 ± 0.60 ^{&}
11(12)-EET	CYP	AA	0.40 ± 0.02	0.40 ± 0.04	0.49 ± 0.08	0.46 ± 0.02
14(15)-EET	CYP	AA	2.02 ± 0.16	1.92 ± 0.41	1.83 ± 0.36	1.99 ± 0.37
20-HETE	CYP	AA	1.08 ± 0.13	0.94 ± 0.19	0.42 ± 0.12 ^{&}	0.32 ± 0.10 ^{&}
5(6)-EpETrE	CYP	AA	0.58 ± 0.39	-	-	-
8(9)-EET	CYP	AA	0.35 ± 0.05	0.43 ± 0.09	0.47 ± 0.09	0.53 ± 0.09
11,12-DiHETrE	EH	AA	0.05 ± 0.01	0.05 ± 0.01	0.07 ± 0.02	0.09 ± 0.03
14,15-DiHETrE	EH	AA	0.08 ± 0.01	0.08 ± 0.01	0.10 ± 0.02	0.12 ± 0.02
5,6-DiHETrE	EH	AA	-	-	-	-
8,9-DiHETrE	EH	AA	0.07 ± 0.05	0.09 ± 0.04	0.04 ± 0.04	0.05 ± 0.05
11-HETE	ROS	AA	6.96 ± 0.64	6.84 ± 0.58	3.59 ± 0.61 ^{&}	3.91 ± 0.72 ^{&}
8-iso-15R-PGF2a	ROS	AA	-	-	-	-
8-iso-PGF2a	ROS	AA	0.51 ± 0.08	0.48 ± 0.11	0.07 ± 0.04 ^{&}	0.10 ± 0.05 ^{&}
8S-HETE	ROS	AA	0.76 ± 0.06	0.76 ± 0.05	0.54 ± 0.07 ^{&}	0.74 ± 0.16
9-HETE	ROS	AA	0.83 ± 0.08	1.03 ± 0.19	1.15 ± 0.20	1.01 ± 0.27
12-HEPE	12-LOX	EPA	-	-	-	-
15-HEPE	15-LOX	EPA	-	-	-	-
18-HEPE	15-LOX	EPA	-	-	-	-
5-HEPE	5-LOX	EPA	-	-	-	-
LXA5	5-LOX	EPA	-	-	-	-
14(15)-EpETE	CYP	EPA	-	-	-	-
17(18)-EpETE	CYP	EPA	-	-	-	-
Resolvin E1	CYP/5-LOX	EPA	-	-	-	-
14,15-DiHETE	EH	EPA	-	-	-	-
17,18-DiHETE	EH	EPA	0.09 ± 0.03	0.12 ± 0.02	0.04 ± 0.03	0.05 ± 0.03
11-HEPE	ROS	EPA	-	-	-	-
8-HEPE	ROS	EPA	-	-	-	-
9-HEPE	ROS	EPA	-	-	-	-
14(S)-HDHA	12-LOX	DHA	0.40 ± 0.04	0.25 ± 0.03*	0.56 ± 0.18	0.18 ± 0.07*
7R Maresin-1	12-LOX	DHA	-	-	-	-
7S Maresin-1	12-LOX	DHA	-	-	-	-
10(S),17(S)-DiHDoHE (Protectin DX)	15-LOX	DHA	-	-	-	-
17(R) Resolvin D1	15-LOX	DHA	-	-	-	-
17(S)-HDHA	15-LOX	DHA	0.27 ± 0.17	-	-	-
Resolvin D1	15-LOX	DHA	-	-	-	-
Resolvin D2	15-LOX	DHA	-	-	-	-
Resolvin D3	15-LOX	DHA	-	-	-	-
Resolvin D5	15-LOX	DHA	-	-	-	-
19(20)-EpDPE	CYP	DHA	0.09 ± 0.04	0.13 ± 0.06	0.29 ± 0.18	0.00 ± 0.00*
19,20-DiHDPA	EH	DHA	-	-	-	-
11-HDoHE	ROS	DHA	0.42 ± 0.07	0.00 ± 0.00*	0.51 ± 0.33	0.20 ± 0.15
8-HDoHE	ROS	DHA	0.73 ± 0.09	0.29 ± 0.04*	0.76 ± 0.16	0.35 ± 0.09*

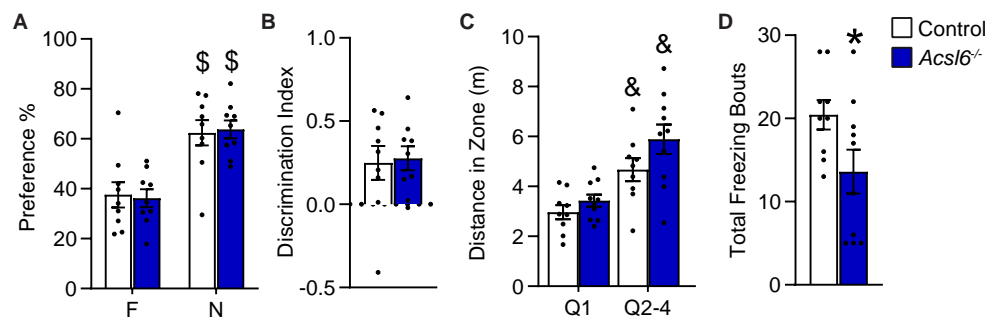

A

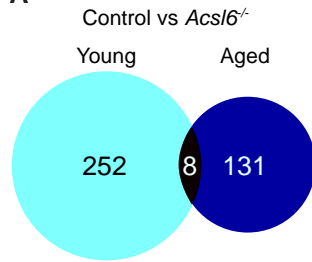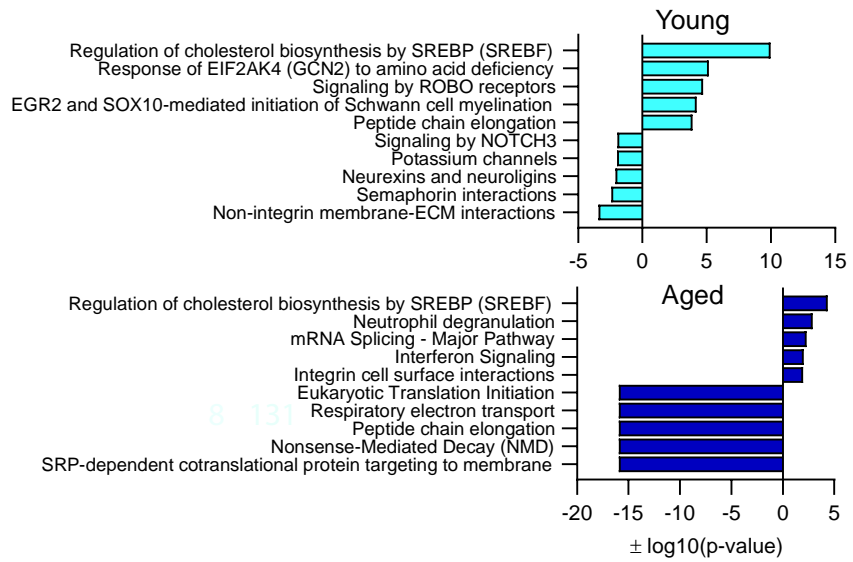

B

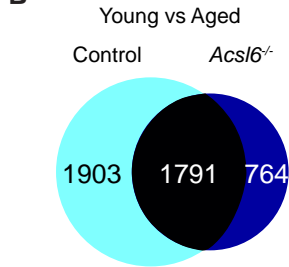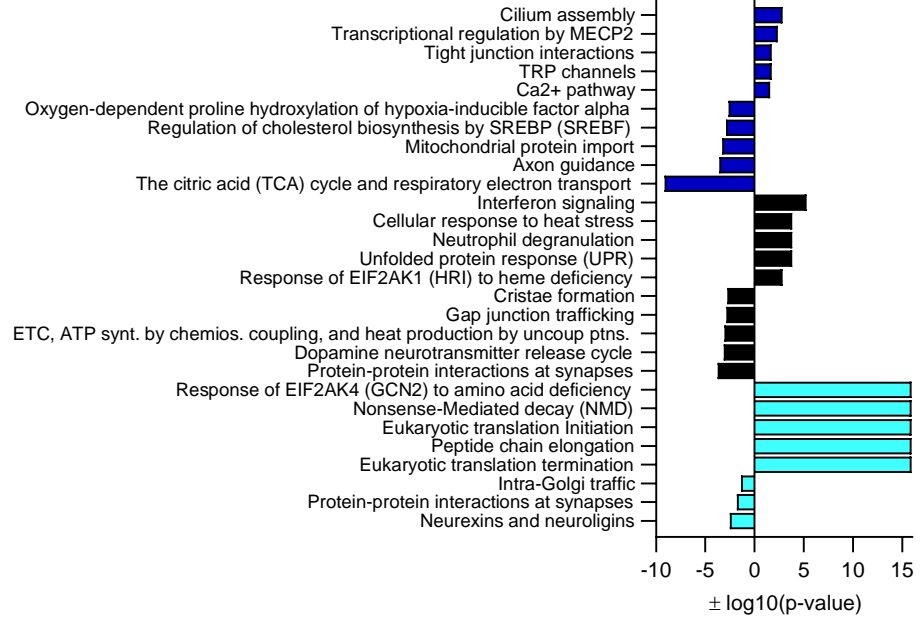

A

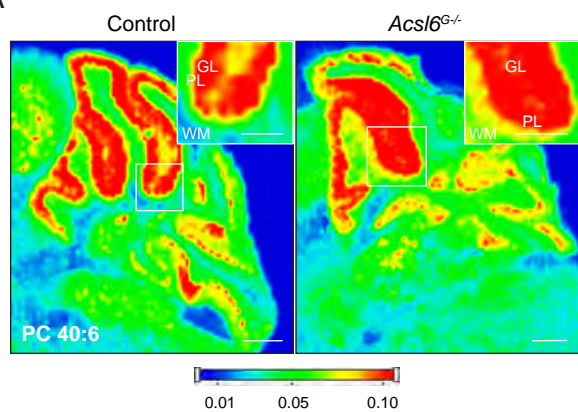

B

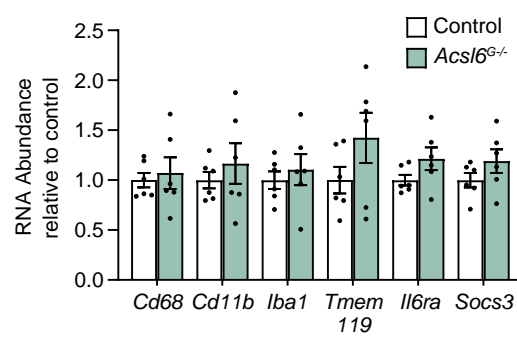

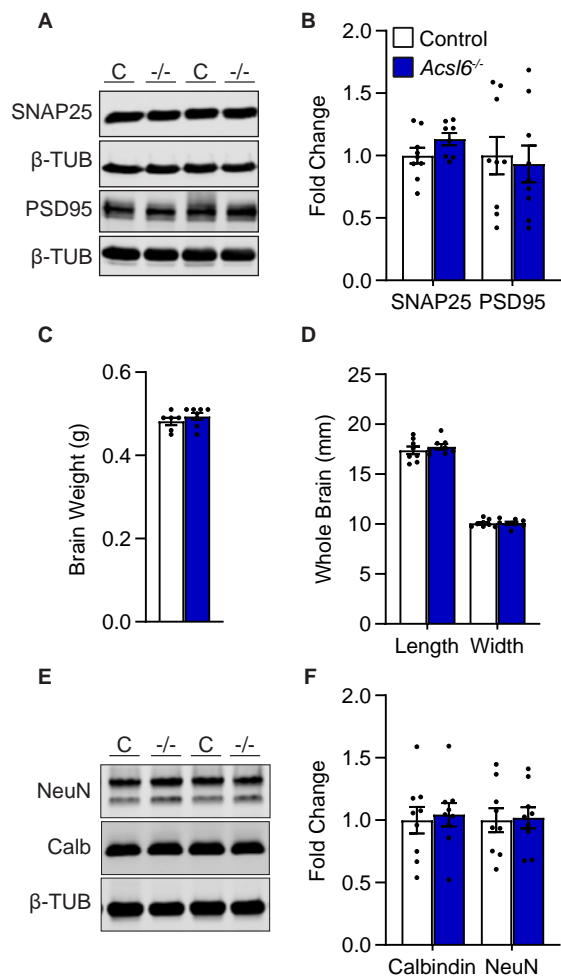

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

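RNA-Seq libraries were made by the study from cerebellum of female control and *Acsl6-/-* mice aged 2 and 18 months, with 4 libraries per group and 16 in all. The authors trimmed the reads with Trimmomatic 0.36, aligned them to GRCm38 with STAR 2.5.2b, counted unique reads in exons per gene with featureCounts of Subread 1.5.2, and divided each library's gene counts by 1 size factor. The deposited signal is this normalized count, 1 value per gene and library for 17074 genes, prepared by the authors over all 16 libraries before deposit. In the deposited values the lowest mean over the libraries was 9.31, and the filter that set this floor is not stated. The strand used for counting is not stated either, so reads of overlapping genes on opposite strands cannot be separated.

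The unit was checked on the values themselves. In 14 libraries 100% of the values were whole multiples of 1 step within 0.001, and whole reads were recovered by dividing by that step. For aged control 3 and aged control 4 the lowest value was not 1 step, and these libraries entered no test on counts. Recovered reads ranged from 16953548 to 23119179 per library, and total normalized counts from 20057077 to 21097638. Genes on mitochondrial DNA took 2.95% to 3.53% of the counts. Within groups, the Pearson's r of log2 values between libraries was 0.985 to 0.993 and the chi-square per gene between recovered counts was 2.78 to 10.4 over 19 pairs, so no library was a copy of another.

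For all tests reported in the text unless another is named, 1 was added to the normalized counts, log2 was taken, and the 17042 genes with a mean of at least 10 were fitted with limma 3.58.1 in R 4.3.3 as 1 model of the 4 groups, with empirical Bayes moderation and a trend of the variance on the mean. The 5 comparisons were genotype at 2 months, genotype at 18 months, age in control mice, age in *Acsl6-/-* mice, and the genotype by age interaction (the genotype effect at 18 months minus that at 2 months). The p values are two-sided and were adjusted by the Benjamini-Hochberg method over the genes, and genes were called at an adjusted p under 0.05. The calls of comparisons that share no library were compared by Fisher's exact test for each direction. Gene lists were tested with camera at a preset correlation of 0.01, with p values adjusted over 220 tests, and again with a correlation estimated for each list. Within a list, p values were also adjusted over the list alone. No pathway database was at hand, so lists written by hand stand in for the pathway analysis of the paper, and 4 of the lists are the genes of Fig. 5C, Fig. 5F, Fig. 6F and Fig. 7C. The lists of genes shown in figures were chosen by the study on these libraries or for its own assays.

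The limma test was tested on simulated data drawn for the 17042 genes, with 50 genes changed by each fold. For genotype at 18 months it recovered 21, 37, 43 and 49 of 50 genes at folds of 1.25, 1.5, 2 and 4, with 6 false calls. For age in *Acsl6-/-* mice it recovered 20, 39, 43 and 48, with 7 false calls, and for the interaction 6, 30, 36 and 44, with 5 false calls. Each gene was drawn on its own, without variation shared between genes of a library, so these numbers may not hold for the real libraries.

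Genes named in the text are those that the paper names in its text or in Figures 5, 6F and 7C, up to 10 per direction with the largest called changes in each comparison (all 4 libraries of a group above the 4 of the other, mean of at least 50 in the higher group, unnamed gene models left out), and up to 4 per direction with the smallest p in each list reported. Some genes that this rule names are not reported here. Values shown in the paper's figures were seen before this rule was written. *Xist*, *Ttr*, *Gm42418*, *Lars2*, *Eif4ebp1*, the choroid plexus genes beside *Ttr*, the neighbors of *Necab3* and *Dbp* fall outside the rule and were chosen after their values were seen, as were the lists reported of those tested.

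The alternatives tried were a pseudocount of 5, no filter on low values, a mean of at least 50, quantile normalization, TMM rescaling, only the 2 groups compared, array weights, a replicate block, fry in place of camera, an unadjusted p of up to 0.01 or 0.05, leaving out each library in turn, and DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads of 14 libraries. The limit of DESeq2 and edgeR to 14 libraries followed the check of the values. Added after the values were seen were limma on these same 14 libraries, a fit without the 5 libraries with *Ttr* above 5000, and a fit with the trend on transcript length removed (lowess with a span of 0.3). Gene places, transcript lengths and GC content came from the GRCm38 annotation, with length and GC content taken from each gene's longest transcript. Other data of the paper, such as lipids, RT-PCR, blots and behavior, are not part of the deposited table and were left out.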

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

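The tests of clock phase and of a trend on transcript length were chosen after the results were seen. Results are listed here where 1 of 4 libraries of a group lay apart by a gap above Dixon's 95% critical value, as a share of the group's range, where the genotype effect differed between the ages by the interaction test, or where genes that the paper does not discuss moved as a list.

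The genotype effect differed between ages for 3 genes. *Klf2* was higher in young *Acsl6-/-* mice and had a log2 fold change of -0.30 at 18 months (adjusted p = 0.481 from limma), an interaction of -1.14. *Utp14b* had 248 ± 22.9 normalized counts in young control and 385 ± 20.1 in young *Acsl6-/-* mice, and 486 ± 48.0 in aged control and 413 ± 46.4 in aged *Acsl6-/-* mice (SD, n = 4 each), an interaction of -0.87. *Plcb1* had 2541 ± 72.5 in young control and 1943 ± 60.5 in young *Acsl6-/-* mice, and 2157 ± 76.8 in aged control and 2175 ± 140 in aged *Acsl6-/-* mice (SD, n = 4 each), an interaction of 0.40. Of lists, enzymes of cholesterol biosynthesis had a camera adjusted p of 1.5e-05 for the interaction (adjusted p = 0.385 with an estimated correlation), oligodendrocyte and myelin markers 1.5e-10 (adjusted p = 0.344 with an estimated correlation) and immediate early genes 5.3e-09 (adjusted p = 0.119 with an estimated correlation), with 1 immediate early gene, *Klf2*, lower over all genes and 10 lower and 1 higher over the list alone.

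Ribosomal protein and respiratory chain genes had an interaction with a camera adjusted p of 5.9e-45 and 6.7e-16 (adjusted p = 0.106 and 0.172 with an estimated correlation). The median log2 fold change of these 155 genes between aged *Acsl6-/-* and aged control mice was -0.144. Without aged control 3, the library highest in *Gm42418*, it was -0.145 (a ratio of 1.01). This argues against the ribosomal RNA reads of that library as the cause. *Gm42418* also had 41707 normalized counts in aged control 2 and 26233 in aged control 4. It had 16470 in aged control 1 and 16723 to 23034 in the aged *Acsl6-/-* libraries. Whether this smaller difference between the groups matters was not tested. With the trend on transcript length removed from each library the 155 genes had 0.778 of their median. The median went from -0.16 to -0.12 for ribosomal genes (SD 0.08 across genes before and after, camera adjusted p = 1.5e-36) and from -0.14 to -0.09 for respiratory chain genes (SD 0.10 before and after, camera adjusted p = 8.5e-23), both p at the preset correlation. The difference between library means was -0.13 (standard error 0.03) and -0.10 (standard error 0.02) after the removal, with all 4 aged *Acsl6-/-* libraries below all 4 aged controls for both lists. These values argue against the smoothed trend as the whole cause. They do not decide on a steeper trend among the shortest transcripts. Length was that of each gene's longest annotated transcript, and the smoothing was broad (span of 0.3). Genes called lower went from 10 to 4 and from 8 to 5, since the median of those called before the removal went from -0.28 to -0.24 and from -0.28 to -0.23 while their median standard error stayed at 0.05. Each of the 155 genes was matched to 10 genes outside the lists on transcript length, GC content and level, 690 distinct genes in all. Over all matches, repeats included, the median was -0.0504. Its 95% interval (-0.0648 to -0.0402) comes from redrawing 1 match per gene, so it measures the choice of matches and not the spread between libraries. The median of the matches was 0.350 of that of the 155 genes, between the bounds set for the test. A part due to length and GC content thus cannot be told apart from a change of the 155 genes. Loss of ACSL6 with age is an untested biological explanation, and RNA quality was not tested.

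In aged *Acsl6-/-* mice *Ttr* was apart in 1 library, aged *Acsl6-/-* 1, with 12123 normalized counts and a gap of 0.981 of the range. Across the 16 libraries, 9 of 10 other choroid plexus genes followed *Ttr* with a Spearman's rho above 0.6 of the deviations from group means, *Kl* and *Sostdc1* most closely (0.979 in both), and *Otx2* did not (0.51). *Kl* ranged from 27.0 to 1252.7 normalized counts. Choroid plexus tissue in the dissected sample is a candidate source of these transcripts, and 2 of the 10 genes, *Otx2* and *Clic6*, had at least 208 and 187 normalized counts in every library. No biological explanation was tested, since the libraries high in *Ttr* belong to 3 of the 4 groups.

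Glucocorticoid-responsive genes were higher as a list in young *Acsl6-/-* mice (camera adjusted p = 1.1e-06, adjusted p = 0.344 with an estimated correlation), with *Ddit4* and *Pdk4* called over all genes and 8 higher over the list alone. Of 20 clock genes, 0 were called at 2 months by limma or edgeR and 1 by DESeq2, with 10 higher and 2 lower at an unadjusted p under 0.05 (camera adjusted p = 7.6e-04, adjusted p = 0.119 with an estimated correlation). The median log2 fold change was 0.180 for 9 genes that peak with *Dbp* and -0.189 for 3 genes of the opposite phase, a difference of 0.369, with *Per3* at 0.35 (adjusted p = 0.0528), *Arntl* at -0.19 (adjusted p = 0.286) and *Dbp* itself at 0.03 (adjusted p = 0.963). Also of the *Dbp* phase, *Per1* had 0.60 (adjusted p = 0.115 from limma) and *Per2* 0.47 (adjusted p = 0.253), while *Nr1d1* had -0.0036 (standard error 0.09). A different time of day at tissue collection may explain some of the clock and glucocorticoid-responsive genes, and the paper's text does not give the hour. Stress before collection and an effect of genotype stay open, as untested.

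Targets of ATF4 were higher as a list in young *Acsl6-/-* mice (camera adjusted p = 1.0e-17, adjusted p = 0.119 with an estimated correlation), with 28 of 30 above 0, *Ddit4* (0.51, standard error 0.10) and *Psat1* (0.45, standard error 0.09) called over all genes and 21 over the list alone. The calls of *Ddit4* and *Psat1* were lost without any 1 of 6 and 8 libraries (highest adjusted p = 0.0943 and 0.122). Immediate early genes at 2 months had a camera adjusted p of 8.3e-06 (adjusted p = 0.179 with an estimated correlation), with *Klf2* higher and *Arc* lower over all genes and 7 higher and 2 lower over the list alone. *Ddit4* is in both the ATF4 and the glucocorticoid list, and *Per1* in the glucocorticoid, clock and immediate early lists.

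Other libraries stood apart for single measures. Aged control 3 did so among aged controls for the share of the 10 most abundant genes (gap 0.897 of the range), *Gm42418* (0.962) and *Lars2* (0.970). Young *Acsl6-/-* 1 was high in *Lars2* (0.907), young control 1 in *C4b* (0.864) and aged *Acsl6-/-* 1 in *C3* (0.862), while young control 4 was low in *Plcb1* (0.945), *Necab3* (0.901) and *E2f1* (0.924). Chance gives such a gap in about 1 in 20 groups, and 10 of 104 groups had one, for measures some of which were chosen after their values were seen.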

How the results depend on the processing

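Chosen after the values were seen were limma on the 14 libraries of the count tests, the fit without the 5 libraries high in *Ttr*, and the removal of the length trend. The limit of DESeq2 and edgeR to these 14 libraries followed the check of the values.

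For genotype at 2 months 36 genes were called, and a mean of at least 50 gave 57, array weights 69, DESeq2 219, the fit without the libraries high in *Ttr* 13, the length trend removed 56, and an unadjusted p of up to 0.01 and 0.05 gave 668 and 2068. Leaving out 1 library gave 16 (without young control 1) to 113 (without young *Acsl6-/-* 1). For genotype at 18 months 41 were called, and the 2 groups alone gave 16, array weights 63, DESeq2 158, the fit without the libraries high in *Ttr* 23, the length trend removed 33 (16 higher and 17 lower, compared with 14 and 27), an unadjusted p of up to 0.01 and 0.05 gave 480 and 1560, and leaving out 1 library 16 (without aged control 1) to 53 (without aged *Acsl6-/-* 1). For age in control mice 5333 were called, and DESeq2 gave 3350, edgeR 3316, limma on the same 14 libraries 3299 and the fit without the libraries high in *Ttr* 2773. For age in *Acsl6-/-* mice an unadjusted p of up to 0.05 gave 5990 in place of 3957.

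For the interaction 3 genes were called with limma. Quantile normalization gave 4, 2 higher and 2 lower, compared with 1 and 2, array weights gave 6, DESeq2 47, the length trend removed 1, and edgeR, limma on the same 14 libraries and the fit without the libraries high in *Ttr* gave 0 (1409, 1386 and 1790 at an unadjusted p under 0.05). Leaving out 1 library gave 0 (without young control 1) to 11 (without aged control 2). The share of genes changed by genotype at both ages, 6.94%, was 3.94% with array weights, 12.5% without the libraries high in *Ttr*, 3.05% at an unadjusted p of up to 0.01, and 2.68% (without young *Acsl6-/-* 1) to 11.9% (without aged control 1) when leaving out 1 library.

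With an estimated correlation, 49 of the 55 list results lost their call: cholesterol enzymes by genotype at 2 months (adjusted p = 0.119) and at 18 months (0.361, and 0.183 by fry), ribosomal proteins (0.102) and microglia markers (0.175) at 18 months, and respiratory chain genes for age in *Acsl6-/-* mice (0.119) among them. Fry gave the same outcome for 45 of the 55, took the call from 9 and added 1. Its adjusted p was 0.00484 for cholesterol enzymes at 2 months. At 18 months it was 0.00368 for ribosomal proteins and 0.00183 for respiratory chain genes by genotype. Ribosomal proteins for age in *Acsl6-/-* mice lost the call with quantile normalization (0.227), the length trend removed (0.452), an estimated correlation (0.696) and fry (0.282), and ranged from 1.6e-04 (without aged *Acsl6-/-* 1) to 0.0884 (without aged *Acsl6-/-* 2) with 1 library left out.

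Some directions turned. Postsynaptic genes by genotype at 18 months turned with DESeq2 (0.500), edgeR (0.411), limma on the same 14 libraries (0.454) and without the libraries high in *Ttr* (0.880), and ranged from 0.0122 (without aged control 2) to 0.999 (without aged control 3) with 1 library left out. Their direction turned without aged control 3 and without aged *Acsl6-/-* 3 (0.818). Presynaptic genes ranged from 0.155 (without aged control 3) to 0.984 (without aged *Acsl6-/-* 2) and turned without aged control 2 (0.599). The interaction of microglia markers turned without the libraries high in *Ttr* (0.780).

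With a replicate block, 31, 35, 5032, 3675 and 4 genes were called in the 5 comparisons. Libraries of the same number had an r of -0.20 to 0.21 over 24 pairs, 4 of 16 correlated best with their own number, and nothing in the study pairs them.

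For 116 results of a named gene in a comparison, leaving out 1 library gave the same call in 1612 cases, a call lost in 234 and a call gained in 10. Without the libraries high in *Ttr*, 77 of these results had the same call and 39 lost it. DESeq2 lost 4 and gained 7, and edgeR lost 15. The fit of only the 2 groups does not apply to the interaction, and genes with a mean under 50 have no value under that filter.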

Differences from the paper's values

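The share of genes changed by genotype at either age that changed at both was 6.94%, and the paper's value is 2%. The threshold here was an adjusted p under 0.05, which the legend of Fig. 5B gives, while the paper's text gives an unadjusted p of up to 0.01, at which the share was 3.05%. Of 28 alternatives, 1 came within 1.5 times of the paper's value (2.68%, without young *Acsl6-/-* 1), and the other 27 did not. The 28 were set before the data were examined, except that the limit of DESeq2 and edgeR to 14 libraries followed the check of the values.

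The number of genes changed by genotype at 2 months was 36, and the paper's is about 260 in Fig. 5B, read by eye. At 18 months it was 41, and the paper's is about 140 in Fig. 5B, read by eye. At each age 1 of 28 alternatives came within 1.5 times of the paper's value, DESeq2 on the 14 libraries with recovered reads, with 219 and 158 genes, and the other 27 did not. DESeq2 is the test that the paper's methods name.

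The number of genes changed by age in *Acsl6-/-* mice was 3957, and the paper's is about 2600 in Supplemental Fig. 2, read by eye, whose legend states no threshold. Of 28 alternatives, 17 came within 1.5 times of the paper's value: a mean of at least 50 (3710), the 2 groups alone (3524), DESeq2 (3763), edgeR (3810), a replicate block (3675), an unadjusted p of up to 0.01 (3809), and 11 of the 16 fits with 1 library left out. The other 11 did not.

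The paper names *Sparcl1*, *Synj2* and *C4b* among genes changed by genotype at both ages. Here *Sparcl1* was called at neither age, *Synj2* at 2 months and *C4b* at 18 months, while *Acsl6*, *Stard4* and *Srebf2* were called at both. DESeq2 on the 14 libraries called *Sparcl1* at 2 months (log2 fold change 0.12, adjusted p = 6.1e-04) but not at 18 months (-0.09, adjusted p = 0.186), and it called *Synj2* and *C4b* at both ages, *Synj2* with 0.33 at 18 months (adjusted p = 0.00466) and *C4b* with 0.47 at 2 months (adjusted p = 0.0397).

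The paper reports reduced synaptic genes in aged *Acsl6-/-* mice relative to aged controls, from pathway and GO terms and RT-PCR. The presynaptic and postsynaptic lists used here were written by hand and are not those terms. Of 50 presynaptic genes 31 were below 0, and of 51 postsynaptic genes 19 were, with 0 called by limma, DESeq2 or edgeR and at most 2 lower at an unadjusted p under 0.05 in each list. Of the 6 genes of Fig. 5F at 18 months, 4 were below 0 (median -0.03, camera adjusted p = 0.422), with 0 called by limma, DESeq2 or edgeR and 0 at an unadjusted p under 0.05. *Grin2b* had -0.15 (adjusted p = 0.693), while *Sv2b* with 0.08 (adjusted p = 0.694) and *Nlgn1* with 0.03 (adjusted p = 0.964) lay above 0, where the paper's RT-PCR gives lower levels. The paper reports increased responses to stress in aged *Acsl6-/-* mice from pathway and GO terms, which were not tested here. In 2 narrower hand-written lists, heat shock genes were below 0 in 34 of 37 cases, and targets of ATF4 were above 0 in 27 of 30. These lists do not decide on the paper's broader terms.

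The paper calls a fall of ribosomal protein genes a hallmark of natural aging. In *Acsl6-/-* mice 13 of 79 fell with age and 1 rose, and in control mice 48 rose and none fell. *Gpx4*, which the paper gives as lower with age, was not called in control mice (-0.09, adjusted p = 0.17, and p = 0.0809 unadjusted, where the legend of Fig. 6F uses an unadjusted p of up to 0.05) and was lower in *Acsl6-/-* mice.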

Other observations

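Genes that the paper does not discuss changed with loss of ACSL6 at 1 age. In young *Acsl6-/-* mice *Eif4ebp1*, a repressor of translation, rose (1.16, standard error 0.18, adjusted p = 0.00506 from limma), with a highest group mean of 48.5 normalized counts, and *Adgrl3*, a latrophilin (-0.38, standard error 0.06), *Tenm1*, a teneurin (-0.36, standard error 0.07), and *Ralyl*, an RNA-binding protein (-0.31, standard error 0.05), fell. At 18 months these genes had 0.18, -0.01, 0.09 and -0.08. In aged *Acsl6-/-* mice *Dgkh*, a diacylglycerol kinase (0.58, standard error 0.10), and *Lnpep*, an aminopeptidase (0.49, standard error 0.09), rose, and *Naa38*, a subunit of an N-terminal acetyltransferase, fell (-0.48, standard error 0.07). At 2 months these had 0.17, 0.00 and -0.04. The interaction passed the test for none of these 7 genes, so a difference between the ages is not shown. The calls of *Tenm1*, *Lnpep* and *Dgkh* were lost without any 1 of 5, 5 and 2 libraries (highest adjusted p = 0.0974 without young control 1, and 0.0937 and 0.0594 without aged *Acsl6-/-* 4).

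A group of neighboring genes on chromosome 2 fell with age in both genotypes. *Necab3* (154544399 to 154558890 of GRCm38) had an age effect of -2.13 in control and -2.32 in *Acsl6-/-* mice, *Actl10* of -2.31 and -2.02, 1700003F12Rik of -1.60 and -1.34, and *E2f1* of -1.13 and -1.81, while the flanking genes Cbfa2t2 (-0.08 and -0.02) and Pxmp4 (-0.08 and -0.23) were not called (adjusted p = 0.242 and 0.809, and 0.535 and 0.0684). In young control 4 *Necab3* had 238 normalized counts, compared with 667 to 714 in the other young controls. *Actl10* and 1700003F12Rik lie within *Necab3* on the opposite strand, so their reads are hard to separate from its own, and the neighbors were chosen after the values were seen.

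The 6 synaptic genes of Fig. 5F were assayed by the paper with RT-PCR. In young *Acsl6-/-* mice *Nlgn1* had a log2 fold change of -0.35 (adjusted p = 0.111), *Snap25* -0.15 (adjusted p = 0.196) and *Dlg4* -0.11 (adjusted p = 0.255), with 0 of the 6 called by limma or edgeR and 1 by DESeq2, 4 lower at an unadjusted p under 0.05 and 4 lower over the list alone (camera adjusted p = 2.9e-04, adjusted p = 0.102 with an estimated correlation). Neuron markers moved there too: 15 of 20 granule cell markers were below 0 (camera adjusted p = 0.00416, adjusted p = 0.344 with an estimated correlation), 14 of 20 markers of interneurons and Golgi cells were below 0 (camera adjusted p = 5.7e-04, adjusted p = 0.293 with an estimated correlation), and 16 of 20 Purkinje cell markers were above 0 (camera adjusted p = 0.0368, adjusted p = 0.605 with an estimated correlation). Of the 3 lists limma and edgeR called 0 genes, with 6 and 8 lower and 2 higher at an unadjusted p under 0.05, and DESeq2 called 1 and 4 lower and 0 Purkinje cell markers. Fig. 7C is from male mice, and the libraries here are from female mice. Of 12 measured myeloid and inflammatory genes of that figure at 18 months, 0 were called by limma, DESeq2 or edgeR, with 3 higher at an unadjusted p under 0.05 and over the list alone: *Cd68* (0.63), *Itgam* (0.55) and *Trem2* (0.54) (camera adjusted p = 0.0488, adjusted p = 0.293 with an estimated correlation). *Rpl22*, to which the paper normalized RT-PCR, had 1473 ± 68.6 normalized counts in young control, 1462 ± 43.3 in young *Acsl6-/-*, 1628 ± 94.7 in aged control and 1555 ± 28.5 in aged *Acsl6-/-* mice (SD, n = 4 each).

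Results were compared with those of other divisions of the same libraries. The 8 libraries of a comparison divide in 35 ways. For genotype at 2 months the true division called 36 genes and the highest other 1, and for genotype at 18 months 41 and 2. For age in control mice the numbers were 5333 and 1, and for age in *Acsl6-/-* mice 3957 and 1. Each time 1 of 35 divisions was as large, the smallest share this test can give. A mixed division puts the true difference into the spread within groups, which lowers its number of calls. The true division thus ranked first, which by itself does not exclude chance. For the interaction the true division called 3 genes and the highest other of 100 called 5, with 3 of 100 as large, the true one included. Genotype was shuffled within each age, so the other divisions also lost the genotype effect at each age. Such shuffling does not test the interaction alone, and chance is not excluded for its 3 genes.

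For lists the size compared is that of the camera statistic. The true division was the largest for ribosomal proteins at 18 months (52.7, highest other 45.1) and respiratory chain genes at 18 months (35.1, highest other 24.2). It was also the largest for microglia markers for age in control mice (24.0, highest other 17.3) and in *Acsl6-/-* mice (30.6, highest other 22.7). In each, 1 of 35 divisions was as large, the smallest share possible. Wrong divisions also gave large statistics, so chance is not excluded for these lists. Chance cannot be excluded either for cholesterol enzymes at 2 months (19.6, highest other 23.9) and at 18 months (5.86, highest other 6.52), with 3 of 35 as large in each. Nor can it be for targets of ATF4 at 2 months (18.3, highest other 23.6, 4 of 35), microglia markers at 18 months (11.4, highest other 12.8, 2 of 35), ribosomal proteins for age in control mice (12.8, highest other 28.1, 4 of 35) and respiratory chain genes for age in *Acsl6-/-* mice (23.4, highest other 26.5, 3 of 35).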
